# *PKD1* and *PKD2* mRNA cis-inhibition drives polycystic kidney disease progression

**DOI:** 10.1038/s41467-022-32543-2

**Published:** 2022-08-15

**Authors:** Ronak Lakhia, Harini Ramalingam, Chun-Mien Chang, Patricia Cobo-Stark, Laurence Biggers, Andrea Flaten, Jesus Alvarez, Tania Valencia, Darren P. Wallace, Edmund C. Lee, Vishal Patel

**Keywords:** Polycystic kidney disease, Gene regulation

## Abstract

Autosomal dominant polycystic kidney disease (ADPKD), among the most common human genetic conditions and a frequent etiology of kidney failure, is primarily caused by heterozygous *PKD1* mutations. Kidney cyst formation occurs when *PKD1* dosage falls below a critical threshold. However, no framework exists to harness the remaining allele or reverse *PKD1* decline. Here, we show that mRNAs produced by the noninactivated *PKD1* allele are repressed via their 3′-UTR miR-17 binding element. Eliminating this motif (*Pkd1*^∆17^) improves mRNA stability, raises Polycystin-1 levels, and alleviates cyst growth in cellular, ex vivo, and mouse PKD models. Remarkably, *Pkd2* is also inhibited via its 3′-UTR miR-17 motif, and *Pkd2*^∆17^-induced Polycystin-2 derepression retards cyst growth in *Pkd1*-mutant models. Moreover, acutely blocking *Pkd1/2* cis-inhibition, including after cyst onset, attenuates murine PKD. Finally, modeling *PKD1*^∆17^ or *PKD2*^∆17^ alleles in patient-derived primary ADPKD cultures leads to smaller cysts, reduced proliferation, lower pCreb1 expression, and improved mitochondrial membrane potential. Thus, evading 3′-UTR cis-interference and enhancing *PKD1/2* mRNA translation is a potentially mutation-agnostic ADPKD-arresting approach.

## Abstract (web summary)

ADPKD, a common aetiology of kidney failure, is caused by heterozygous *PKD1* or *PKD2* mutations. Here the authors show that preventing 3′-UTR cis-inhibition of mRNAs produced by the non-inactivated *PKD1/2* alleles ameliorates preclinical ADPKD.

## Introduction

An estimated 12.5 million people worldwide suffer from autosomal dominant polycystic kidney disease (ADPKD), making it among the most common monogenetic conditions known to humankind. A clinical hallmark of ADPKD is the relentless growth of innumerable fluid-filled cysts in the kidneys, which replace the normal parenchyma and, over decades, cause massive bilateral kidney enlargement and renal failure^1^. ADPKD occurs because of heterozygous, loss-of-function mutations in *PKD1* (~78% of cases) or *PKD2* (~15% of cases). The classical hypothesis for cyst initiation is that in addition to a germline inactivating mutation in one allele of the PKD gene, there is somatic inactivation (referred to as the second hit) in the other allele, causing a complete loss of polycystin expression in the cell. However, in recent years, several lines of evidence support the gene dose threshold as a mechanism involved in cystogenesis^2,3^. This hypothesis posits that complete *PKD1* loss is not necessary, but rather cystogenesis ensues if the functional *PKD1* dosage falls below a critical threshold. Supporting the gene dosage model, inactivating second hit mutation is not a universal feature, especially in smaller ADPKD cysts^4–7^. Importantly, many individuals with ADPKD continue to have residual PC1 expression because they carry missense (rather than inactivating) germline *PKD1* mutations^8–10^. As proof of principle, lowering the *Pkd1* dose is sufficient to produce PKD in mice, pigs, and monkeys^4,11–16^. Thus, if reduced dosage causes ADPKD, increasing the expression of the normal *PKD1* allele could arrest the disorder. However, despite this transformative potential, the factors governing *PKD1* dosage in ADPKD are mostly unknown, and currently, there are no mechanisms to activate the normal *PKD1* allele.

The 3′-untranslated region (3′-UTR), the mRNA portion that lies immediately downstream of the translation termination codon, protects the mRNA from degradation and facilitates translation through its poly(A) tail^17^. Paradoxically, the 3′-UTR, via interaction with microRNAs (miRNAs), can also mediate mRNA translation repression or deadenylation^18–21^. Most mRNA 3′-UTRs harbor evolutionarily conserved miRNA-binding elements (MBEs), implying that cis-inhibition of translation is a pervasive mode of gene output regulation^22^. However, this intriguing aspect of the 3′-UTR function is poorly delineated. The prediction is that individual MBEs have a minor impact on host mRNA function, considering that miRNAs mostly act as rheostats and modestly repress mRNA targets. Counter to this prevailing logic, we reasoned that under certain circumstances, such as when gene dosage is already reduced due to haploinsufficiency, MBE-mediated cis-inhibition of the remaining allele could have a disease-modifying effect by governing the final protein output.

Our goal was to determine whether monoallelic *PKD1* derepression is possible and how it influences preclinical ADPKD progression. *PKD1* contains a miR-17 binding motif in its 3′-UTR, and miR-17 expression and activity are higher in ADPKD models^4,23–26^. Therefore, we tested the idea that *PKD1* mRNA is cis-inhibited by its 3′-UTR miR-17 motif, and blocking this inhibition reverses *PKD1* decline. We use CRISPR/Cas9 editing to delete the miR-17 motif from the *PKD1* gene in monoallelic ADPKD models. We find that eliminating the miR-17 motif is sufficient to improve *Pkd1* mRNA stability, raise Polycystin-1 (PC1) expression, and ameliorate cyst growth in cellular, ex vivo, and mouse PKD models. The other ADPKD gene, *PKD2*, also contains a 3′-UTR miR-17 binding motif; remarkably, deleting this miR-17 motif increases Polycystin-2 (PC2) levels and attenuates cyst growth in *Pkd1*-mutant models. Furthermore, acute pharmaceutical blockade of *Pkd1/2* cis-inhibition prevents cyst onset and stabilizes established PKD in mice. Finally, we demonstrate that *PKD1* or *PKD2* derepression reverses cyst-pathogenic events in primary kidney cyst epithelia derived from individuals with ADPKD.

## Results

### *Pkd1* is cis-repressed via its 3′-UTR miR-17 binding motif

The impact of individual 3′-UTR MBEs on host gene regulation is mostly unstudied. We explored the idea that cis-repression via its 3′-UTR miR-17 binding motif is a novel mechanism governing *Pkd1* dosage. We began by examining the effect of deleting this MBE in normal mouse kidneys. We designed sgRNAs that bind to *Pkd1* exon-46, flanking the DNA segment that encodes the miR-17 motif, and used CRISPR/Cas9 editing to generate *Pkd1* alleles (*Pkd1*^∆17^) lacking the miR-17 binding site (Fig. 1a). First, we validated the motif deletion using DNA PCR followed by direct Sanger sequencing (Fig. 1b, c). Our editing approach did not inadvertently inactivate *Pkd1* since we observed normal kidney histology and renal function in 6-week-old and 18-week-old *Pkd1*^∆17/∆17^ mice (Fig. 1d–f and Supplementary Fig. 1). To assess PC1 levels, we performed western blot analysis using the 7E12 PC1 antibody, which detects the full-length protein and the n-terminal fragment. We first validated the 7E12 antibody in wildtype and *Pkd1*^*−/−*^ cells. As expected, we observed no PC1 signal in the *Pkd1*-null cells (Supplementary Fig. 2). Despite the loss of the miR-17 binding site, PC1 expression was the same between the kidneys of 6-week-old or 18-week-old *Pkd1*^∆17/∆17^ mice and their respective age-matched control *Pkd1*^+/+^ mice (Supplementary Fig. 1d), implying that there was no *Pkd1* cis-inhibition in the kidneys of normal adult mice.

**Fig. 1:**
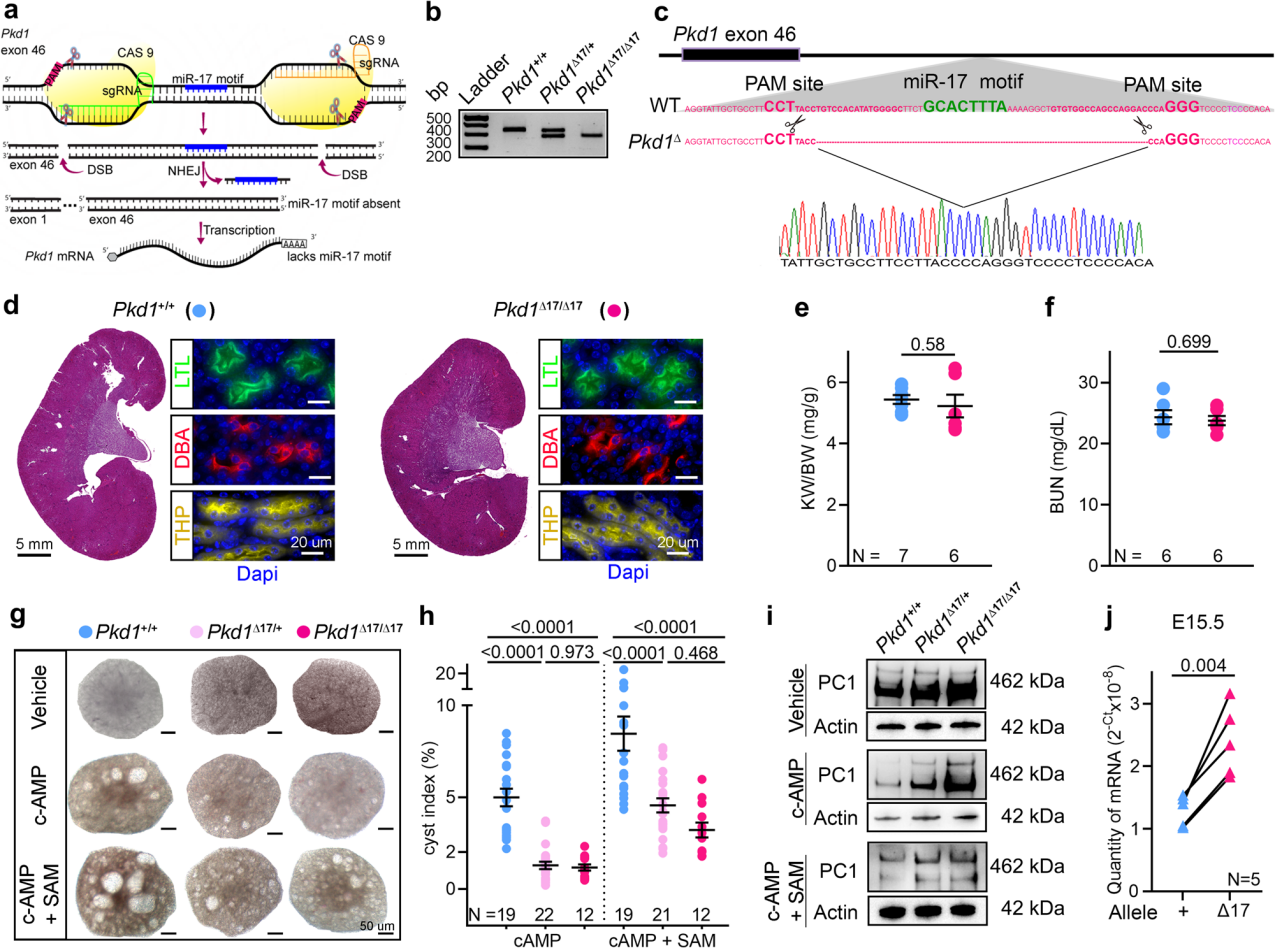
*Pkd1* mRNA is cis-repressed via its 3′-UTR miR-17 binding motif. **a** Graphic illustration of the CRISPR/Cas9 approach used to delete the miR-17 motif from *Pkd1* 3′-UTR (*Pkd1*^Δ17^). **b** PCR products obtained after amplification of tail DNA from mice with indicated genotypes. The lower band represents the Δ17 deletion. *n* = 3 for all genotypes. **c** 3′-UTR nucleotide sequence of wildtype (WT) and *Pkd1*^Δ17^ alleles. The miR-17 binding motif and sgRNA PAM sites are highlighted in bold green and pink, respectively. The pink dashed line indicates the deleted nucleotides in *Pkd1*^Δ17^. Sanger sequencing chromatogram depicting the nucleotide sequence of the *Pkd1*^Δ17^ allele is shown. **d** H&E staining, Lotus Tetragonolobus Lectin labeling (LTL, a proximal tubule marker), Tamm-Horsfall protein immunostaining (*THP*, a loop of Henle maker), and Dolichos Biflorus Agglutinin labeling (DBA, a collecting duct marker) showing normal kidney histology in 8-week-old *Pkd1*^+/+^ and *Pkd1*^Δ17/Δ17^ mice. **e–f** Normal kidney-weight-to-body-weight (KW/BW) and serum blood urea nitrogen (BUN) levels in 8-week-old *Pkd1*^+/+^ and *Pkd1*^Δ17/Δ17^ mice. **g–h** Images and cyst index quantification of E13.5 *Pkd1*^+/+^, *Pkd1*^Δ17/+^, and *Pkd1*^Δ17/Δ17^ kidneys grown for four days in culture media containing vehicle, 100 uM cAMP, or 100 uM cAMP plus 250 uM SAM. **i** Immunoblots depicting PC1 expression in *Pkd1*^+/+^, *Pkd1*^Δ17/+^, and *Pkd1*^Δ17/Δ17^ ex-vivo kidneys treated with vehicle, cAMP, or cAMP plus SAM. Actin is used as the loading control. **j** Allele-specific qRT-PCR showing the quantity of *Pkd1* mRNAs produced by the wildtype (+) and Δ17 alleles in E15.5 *Pkd1*^Δ17/+^ kidneys (*n* = 5). Error bars indicate SEM. Statistical analysis: Two-tailed Student’s *t*-test (**e**, **f**); One-way ANOVA, Tukey’s multiple-comparisons test (**h**); Two-tailed Paired *t*-test (**j**). Source data are provided as a Source Data file.

Consistent with observations from others^27^, analysis of our miRNA microarray dataset revealed that miR-17 levels decline with postnatal maturation (Supplementary Fig. 3). Thus, the lack of *Pkd1* cis-inhibition in mature kidneys is likely due to the low basal miR-17 activity. We, therefore, switched to analyzing embryonic (E) *Pkd1*^∆17/+^ and *Pkd1*^∆17/∆17^ kidneys. We used ex vivo kidney organ culture to simultaneously assess the impact on *Pkd1* expression and cystogenesis. We cultured E13.5 littermate *Pkd1*^+/+^, *Pkd1*^∆17/+^, and *Pkd1*^∆17/∆17^ kidneys for four days in media containing 100 μM 8-bromo-cAMP or 100 μM 8-bromo-cAMP plus S-adenosylmethionine (SAM), or vehicle control (Fig. 1g, h). As expected^28^, cAMP increased cyst formation in *Pkd1*^+/+^ kidneys compared to vehicle treatment, and this effect was further enhanced with the addition of SAM. Interestingly, the pro-cystogenic effect of cAMP and SAM was attenuated in *Pkd1*^∆17/+^ and *Pkd1*^∆17/∆17^ kidneys (Fig. 1g, h). Moreover, we observed higher PC1 expression in *Pkd1*^∆17/+^ and *Pkd1*^∆17/∆17^ compared to *Pkd1*^+/+^ ex vivo cultured kidneys by immunoblot analysis (Fig. 1i). These data indicate that miR-17 motif deletion derepresses PC1 and blocks the pro-cystogenic effect of cAMP in embryonic cultured kidneys.

Next, we measured the relative abundance of wildtype and ∆17 transcripts within the total *Pkd1* mRNA pool. We designed allele-specific primers taking advantage of the unique mRNA sequence created by CRISPR/Cas9 editing of the ∆17 allele. qRT-PCR revealed that in E15.5 heterozygous in vivo *Pkd1*^∆17/+^ kidneys, the ∆17 allele contributed nearly 50% more transcripts than its wildtype counterpart (Fig. 1j). Similarly, we noted that the ∆17 allele produced more *Pkd1* mRNAs than the wildtype allele in ex vivo *Pkd1*^∆17/+^ kidney cultures. This difference became even more pronounced in the presence of cAMP (Supplementary Fig. 4a-c). These observations further imply inhibition of wildtype *Pkd1* mRNAs by miR-17 but an evasion of repression and improved stability of *Pkd1*^∆17^ mRNAs in embryonic kidneys.

### Endogenous monoallelic *Pkd1* derepression alleviates polycystic kidney disease

Kidney cyst formation ensues when *PKD1* dosage falls below a critical threshold. However, no approach exists to reverse the *PKD1* decline. Our observations in normal embryonic kidneys prompted us to ask whether *Pkd1* is cis-repressed in ADPKD and if preventing this inhibition has a disease-modifying impact. We first examined the *Pkd1*^RC/−^ cellular ADPKD model. This is a collecting duct-derived mouse cell line that harbors the missense RC mutation on one *Pkd1* allele, whereas the other allele is inactivated^29^. The RC mutation results in arginine to cystine substitution two amino acids before the second transmembrane domain and reduces mature (functional) PC1 protein levels. The RC mutation maps to *Pkd1* exon-30 and is significantly upstream of the miR-17 motif, which is encoded by *Pkd1* exon-46. This allowed us to use CRISPR/Cas9 editing to remove the 3′-UTR miR-17 motif from the RC allele (*Pkd1*^RC∆17/−^) (Supplementary Fig. 5). We generated two independent *Pkd1*^RC∆17/−^ clonal cell lines and characterized them both in relation to the unedited parental *Pkd1*^RC/-^ and *Pkd1*^RC/+^ cells. We previously reported that PC1 expression was reduced in *Pkd1*^RC/-^ cells compared to *Pkd1*^RC/+^ cells. Remarkably, western blot analysis using the 7E12 antibody revealed that eliminating the miR-17 motif restored PC1 expression in *Pkd1*^RC∆17/-^ cell lines (Fig. 2a and Supplementary Fig. 7a). Next, employing several independent assays, we demonstrated that this degree of PC1 derepression was sufficient to reverse several well-known pathogenic events linked to cyst growth. First, we noted a higher proliferation rate and 3D cyst size in *Pkd1*^RC/-^ cells than in *Pkd1*^RC/+^ cells, which were normalized after PC1 derepression in *Pkd1*^RC∆17/-^ cells (Fig. 2b, c). Second, we observed that while cAMP, glucose, and SAM increased the already elevated proliferation of *Pkd1*^RC/-^ cells, *Pkd1*^RC∆17/-^ cells were resistant to these pro-proliferative stimuli (Fig. 2d and Supplementary Table 1). Third, we used MitoTracker to assess mitochondrial membrane potential as a proxy of oxidative phosphorylation and anti-pCreb1 antibody immunofluorescence as a readout of c-AMP signaling. Compared to *Pkd1*^RC/+^ cells, we observed a reduced MitoTracker signal and higher pCreb1 expression in *Pkd1*^RC/-^ cells. The opposite was true for *Pkd1*^RC∆17/-^ cells, which exhibited restored MitoTracker signal and lowered pCreb1 expression (Fig. 2e and Supplementary Fig. 6b). Finally, immunoblot analysis revealed elevated Yap1, pCreb1, and c-Myc expression in *Pkd1*^RC/-^ cells compared to *Pkd1*^RC/+^ cells, which returned to baseline in *Pkd1*^RC∆17/-^ cells (Supplementary Fig. 6c).

**Fig. 2:**
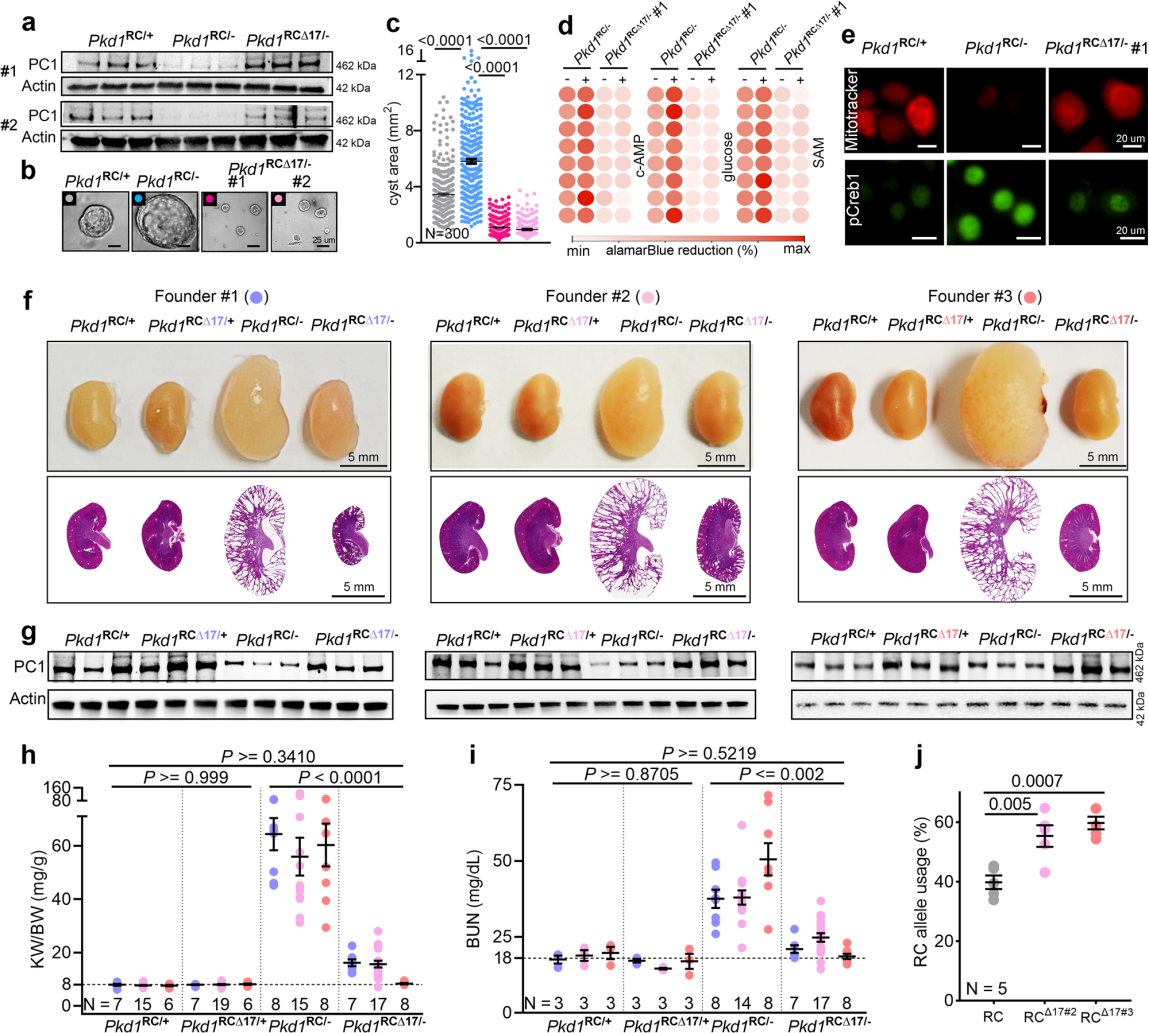
Monoallelic *Pkd1* derepression alleviates polycystic kidney disease. **a** Immunoblot showing reduced PC1 expression in *Pkd1*^RC/-^ compared to *Pkd1*^RC/+^ cells. PC1 level was restored in *Pkd1*^RCΔ17/-^ cells. #1 and #2 refer to the two independent *Pkd1*^RCΔ17/-^ clonal cell lines. Actin serves as the loading control. *n* = 3 biologically independent samples. **b–c** Representative images and quantification showing increased 3D cyst size of *Pkd1*^RC/-^ compared to *Pkd1*^RC/+^ cells cultured in Matrigel. Cyst size was normalized in *Pkd1*^RCΔ17/-^ cells. *n* = 300 cysts pooled from three independent experiments. **d** Heatmap showing alamarBlue-assessed proliferation of *Pkd1*^RC/-^ and *Pkd1*^RCΔ17/-^ cells in the absence (−) or presence (+) of 100 uM cAMP, 17 mM glucose, or 100 uM SAM. *n* = 8, each circle represents a biological replicate. **e** Representative images showing Mito-tracker labeling and anti-pCreb1 immunostaining in *Pkd1*^RC/+^, *Pkd1*^RC/-^, and *Pkd1*^RCΔ17/-^ cells. *n* = 3 biologically dependent experiments. **f** Gross kidney and H&E-stained kidney sections from 18-day-old mice with the indicated genotypes. Data from the progeny of the three founders are shown separately. Founder #1: *Pkd1*^RC/+^ (*n* = 7), *Pkd1*^RC∆17/+^ (*n* = 7), *Pkd1*^RC/-^ (*n* = 8), and *Pkd1*^RC∆17/-^ (*n* = 7). Founder #2: *Pkd1*^RC/+^ (*n* = 15), *Pkd1*^RC∆17/+^ (*n* = 19), *Pkd1*^RC/-^ (*n* = 15), and *Pkd1*^RC∆17/-^ (*n* = 17). Founder #3: *Pkd1*^RC/+^ (*n* = 6), *Pkd1*^RC∆17/+^ (*n* = 6), *Pkd1*^RC/-^ (*n* = 8), and *Pkd1*^RC∆17/-^ (*n* = 8). **g** Immunoblot showing PC1 expression in kidneys of 18-day-old mice with the indicated genotypes derived from the three founders. Actin serves as the loading control. *n* = 3 independent kidney samples for each genotype and founder. **h**, **i** KW/BW ratio and BUN levels in mice with the indicated genotypes are shown. Data from all three founders are shown. Founder#1 (blue circles), Founder#2 (light pink circles), and Founder#3 (orange circles). (**j**) Paired-end RNA-seq data showing the RC allele usage in *Pkd1*^RC/-^ (grey circles, *n* = 5), *Pkd1*^RCΔ17/-^ founder#2 (pink circles, *n* = 5), and *Pkd1*^RCΔ17/-^ founder#3 (orange circles, *n* = 5). Error bars indicate SEM. Statistical analysis: One-way ANOVA, Tukey’s multiple-comparisons test (**c**, **h**–**j**). Source data are provided as a Source Data file.

Based on these encouraging results, we next modeled the 3′-UTR ∆17 deletions in vivo. We CRISPR-edited Ksp^Cre+^; *Pkd1*^RC/RC^ fertilized eggs to eliminate the miR-17 motif from the *Pkd1* RC allele. We implanted these eggs into pseudopregnant surrogate female mice and eventually obtained three germline-transmitting heterozygous Ksp^Cre+^; *Pkd1*^RC∆17/RC^ founder mice. Using DNA PCR and Sanger sequencing, we validated that the miR-17 motif was indeed deleted in all three founder mice from one RC allele, whereas the other RC allele still contained the wildtype 3′-UTR (Supplementary Fig. 8). We selected mice with heterozygous ∆17 deletions because breeding them with *Pkd1*^F/F^ mice allowed us to generate the following four relevant genotypes from the same breeding pair: *Pkd1*^RC/F^ (*Pkd1*^RC/+^), *Pkd1*^RC∆17/F^ (*Pkd1*^RC∆17/+^), Ksp^Cre+^; *Pkd1*^RC/F^ (*Pkd1*^RC/-^), and Ksp^Cre+^; *Pkd1*^RC∆17/F^ (*Pkd1*^RC∆17/-^). Data from the 18-day-old progeny of all three founders are shown in Fig. 2F–H. First, we noted normal kidney histology and function in *Pkd1*^RC∆17/+^ mice, again indicating that miR-17 motif deletion does not disrupt *Pkd1* or produce PKD (Fig. 2f). For each founder progeny, we observed reduced PC1 expression, severe cystic kidney disease, an increased kidney-weight-to-body-weight (KW/BW) ratio, and higher serum BUN levels in *Pkd1*^RC/-^ mice than in *Pkd1*^RC/+^ mice (Fig. 2f–j). As with the cell lines, miR-17 motif deletion caused PC1 derepression, as assessed using the 7E12 antibody, in *Pkd1*^RC∆17/-^ kidneys compared to *Pkd1*^RC/-^ kidneys (Fig. 2g). We verified PC1 derepression in cell lines and mice using a second independent antibody generated by the U Maryland PKD center (see methods for details) that detects the PC1 c-terminus (Supplementary Fig. 7). Moreover, using paired-end RNA-seq, we noted higher RC allele usage in *Pkd1*^RC∆17/-^ kidneys than in *Pkd1*^RC/-^ kidneys, further indicating *Pkd1* derepression (Fig. 2j). Strikingly, the cystic disease was almost completely alleviated, and KW/BW and serum BUN were nearly normalized in *Pkd1*^RC∆17/-mice^ compared to *Pkd1*^RC/-^ mice (Fig. 2f–i). To examine the long-term effects, we prospectively followed founder #2 and #3 progeny for 8 and 18 weeks, respectively. Founder#2 progeny exhibited an aggressive cystic disease phenotype, with 76.4% (13/17) of *Pkd1*^RC/-^ mice succumbing to kidney failure before eight weeks of age (Supplementary Fig. 9a, b). Moreover, the four surviving *Pkd1*^RC/-^ mice exhibited severe PKD and near-fatal kidney failure. In contrast, only 27.2% (6/22) of *Pkd1*^RC∆17/-^ mice died by eight weeks, and the surviving mice had fewer cysts and relatively preserved kidney function (Supplementary Fig. 9c-e). All founder#3 *Pkd1*^RC/-^ progeny survived until 18 weeks of age. However, they developed progressive kidney failure, as evidenced by an average blood urea nitrogen (BUN) of >100 mg/dl and serum creatinine of >0.4 mg/dl (Fig. 3b). Founder #3 *Pkd1*^RC∆17/-^ mice exhibited minimal disease progression with average BUN < 30 mg/dl and serum creatinine <0.2 mg/dl (Fig. 3a, b).

**Fig. 3:**
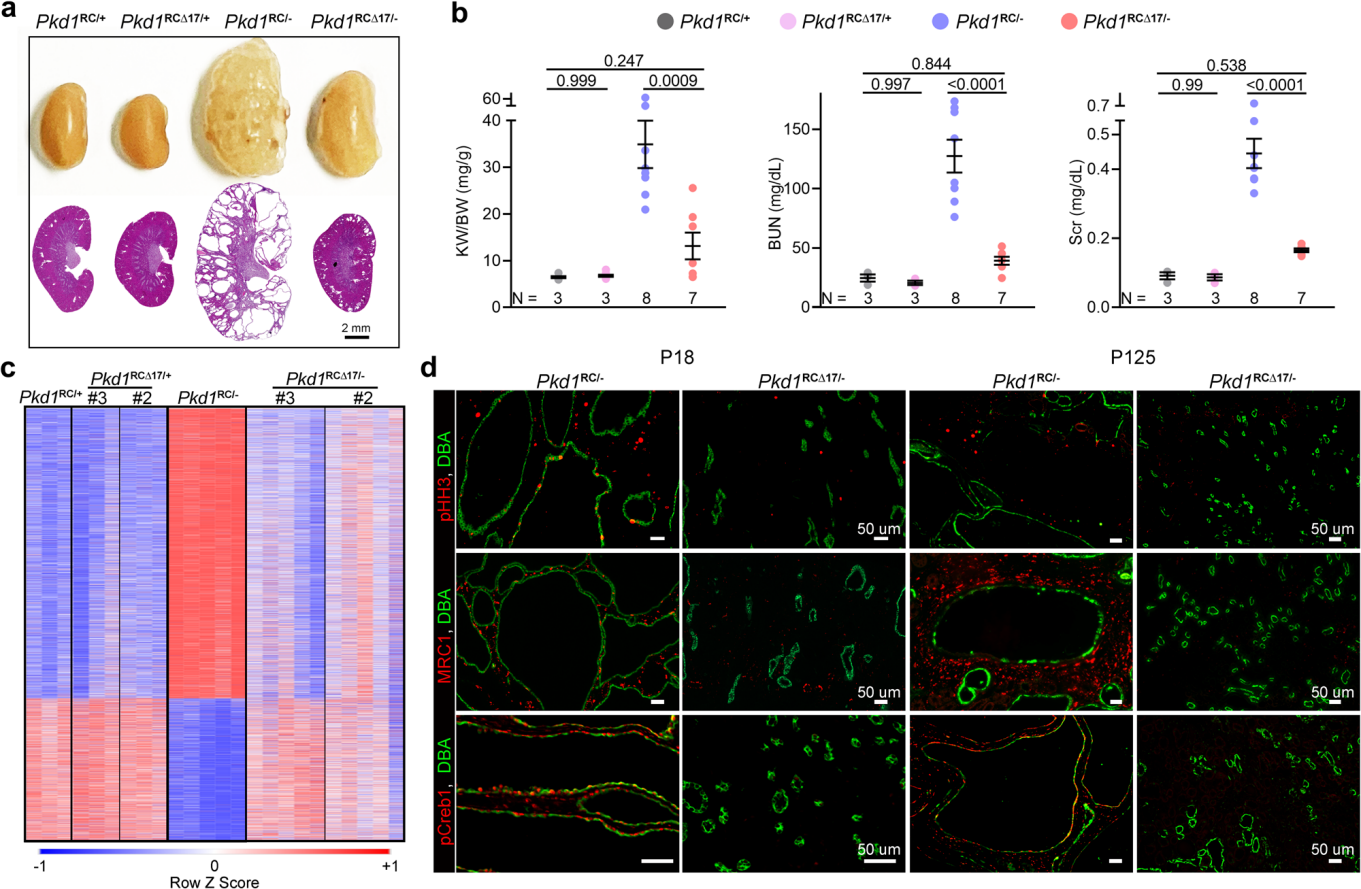
*Pkd1* derepression attenuates cyst-pathogenic events and disease progression. **a** Gross kidney images and H&E-stained kidney sections from 18-week-old mice with the indicated genotypes derived from founder#3. miR-17 motif deletion was associated with sustained benefit and suppressed long-term PKD progression. *n* = 3 (*Pkd1*^RC/+^), *n* = 3 (*Pkd1*^RC∆17/+^), *n* = 8 (*Pkd1*^RC/-^), and *n* = 7 (*Pkd1*^RC∆17/-^). **b** KW/BW, BUN, and serum creatinine (Scr) levels in the 18-week-old progeny of founder#3 are shown. **c** Heatmap showing global mRNA expression profiles of kidneys from 18-day-old mice with the indicated genotypes. mRNAs that were dysregulated in *Pkd1*^RC/-^ compared to *Pkd1*^RC/+^ kidneys but exhibited improved expression in *Pkd1*^RCΔ17/-^ kidneys were chosen for visualization. #3 = founder#3; #2 = founder#2. *n* = 3 (*Pkd1*^RC/+^), *n* = 3 (*Pkd1*^RC∆17/+^ founder 2), *n* = 3 (*Pkd1*^RC∆17/+^ founder 3), *n* = 5 (*Pkd1*^RC/-^), *n* = 5 (*Pkd1*^RC∆17/-^ founder 2), and *n* = 5 (*Pkd1*^RC∆17/-^ founder 3). (**d**) Representative images showing phospho-Histone-H3 (pHH3), Mannose Receptor C-Type 1 (MRC1), or pCreb1 immunostaining in kidney sections of 18-day-old and 18-week-old *Pkd1*^RC/-^ (*n* = 5) and *Pkd1*^RCΔ17/-^ (*n* = 5) mice. The sections were co-labeled with DBA to mark collecting duct-derived cysts. Error bars indicate SEM. Statistical analysis: One-way ANOVA, Tukey’s multiple-comparisons test (**b**). Source data are provided as a Source Data file.

Large-scale transcriptomic dysregulation, activation of tubular proliferation and oncogenic signaling, and interstitial inflammation are some of the key pathological hallmarks of ADPKD. We next addressed whether these changes were blunted by PC1 derepression. We performed RNA-seq analysis using kidney samples from 18-day-old *Pkd1*^RC/+^, *Pkd1*^RC∆17/+^, *Pkd1*^RC/-^, and *Pkd1*^RC∆17/-^ mice. We observed dysregulation of an extensive network of gene transcripts with upregulation of 4157 and downregulation of 2067 mRNAs in cystic *Pkd1*^RC/-^ compared to noncystic *Pkd1*^RC/+^ control kidneys (Fig. 3c). Mirroring kidney histology, *Pkd1*^RC∆17/+^ exhibited a nearly identical gene expression pattern as *Pkd1*^RC/+^ kidney. Impressively, >95% of dysregulated mRNAs in *Pkd1*^RC/-^ kidneys showed improved (or normalized) expression in *Pkd1*^RC∆17/-^ kidneys (Fig. 3c). Consistent with the RNA-seq data, immunoblot analysis revealed reduced c-Myc and Yap1 in the kidneys of 18-day-old *Pkd1*^RC∆17/-^ mice compared to *Pkd1*^RC/-^ mice (Supplementary Fig. 9f). Finally, immunofluorescence analysis demonstrated fewer anti-phospho-Histone-H3-positive cells, indicating lower proliferation, and reduced anti-pCreb1 and anti-MRC1 signals, implying attenuated c-AMP signaling and cyst-associated inflammation, respectively, in kidneys of 18-day-old and 18-week-old *Pkd1*^RC∆17/-^ mice compared to *Pkd1*^RC/-^ mice (Fig. 3d).

### Preventing *Pkd2* cis-inhibition attenuates cyst growth in *Pkd1*-mutant models

A long-standing question has been whether increasing PC2 can compensate for low PC1. Interestingly, similar to *PKD1*, *PKD2* harbors an evolutionarily conserved 3′-UTR miR-17 motif. Our work indicates heightened miR-17 repressive activity in *Pkd1*-mutant ADPKD models. Therefore, we wondered whether *Pkd2* is cis-inhibited and whether preventing this autoinhibition positively impacts disease progression in *Pkd1*-mutant models. To address these questions, we again began with the *Pkd1*^*RC/-*^ cellular model, but this time used CRISPR/Cas9 to delete the miR-17 motifs from the *Pkd2* 3′-UTR (*Pkd1*^RC/-^; *Pkd2*^∆17/∆17^) while keeping the *Pkd1* miR-17 motif intact (Supplementary Fig. 10). Consistent with 3′-UTR cis-inhibition, using qRT-PCR and immunoblot analysis, we observed higher *Pkd2* and PC2 expression in two *Pkd1*^RC/-^; *Pkd2*^∆17/∆17^ clonal cell lines compared to their unedited parental *Pkd1*^RC/*-*^ cells (Fig. 4a). PC1 expression remained unchanged between the edited and unedited cells, indicating the specificity of miR-17 motif deletion from *Pkd2* 3′-UTRs (Supplementary Fig. 11b). Surprisingly, we noted that PC2 derepression was associated with reduced 3D cyst growth, restored MitoTracker signal, and downregulation of pCreb1, Yap1, Mettl3, and c-Myc expression in *Pkd1*^RC/-^; *Pkd2*^∆17/∆17^ cells compared to *Pkd1*^RC/-^ cells (Fig. 4b-d and Supplementary Fig. 11b-c). As was the case with the *Pkd1* 3′-UTR deletions, while cAMP, glucose, and SAM promoted proliferation of *Pkd1*^*RC/-*^ cells, we noted that this stimulatory effect was lost in *Pkd1*^*RC/-*^; *Pkd2*^∆17/∆17^ cells (Fig. 4e, Supplementary Table 2).

**Fig. 4:**
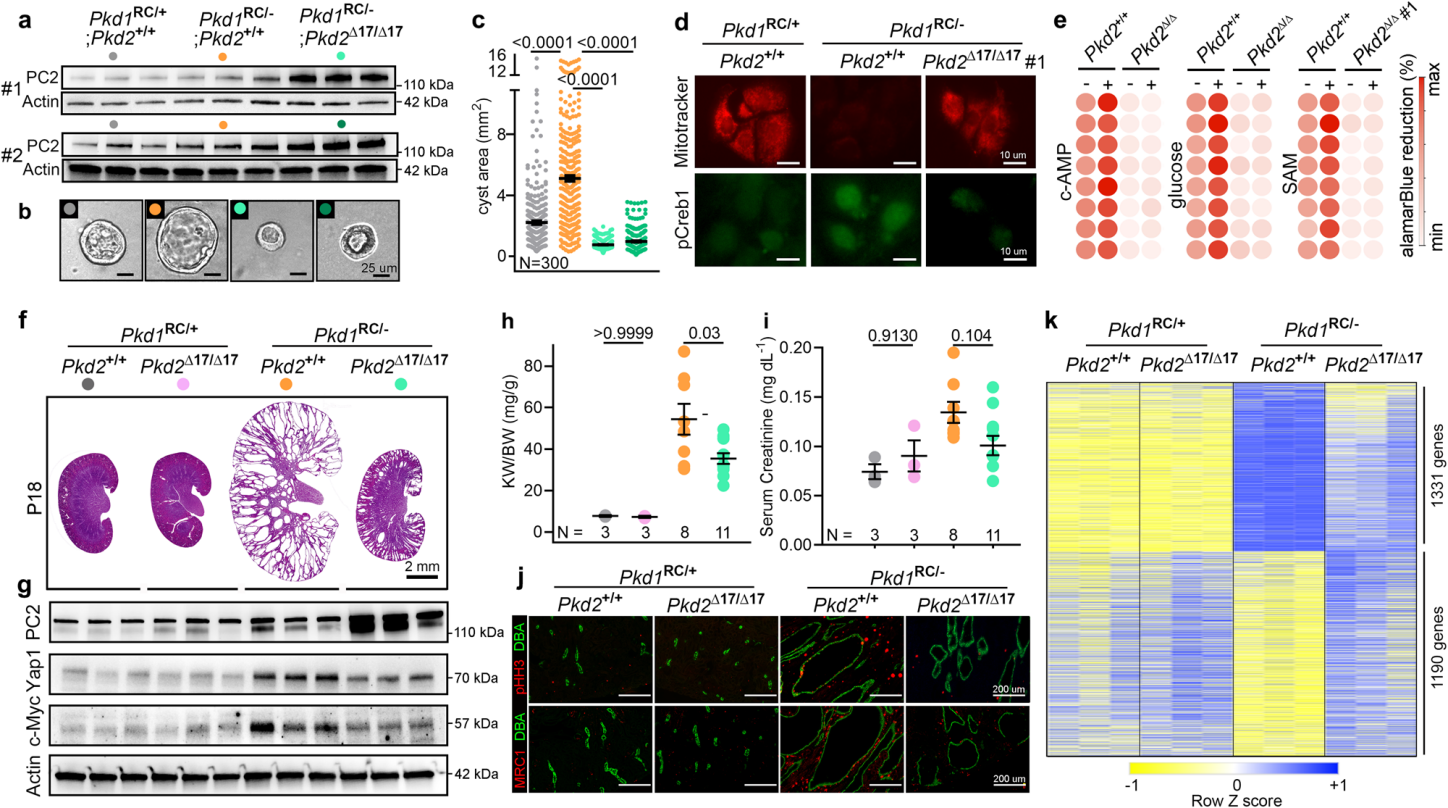
*Pkd2* derepression retards cyst growth in *Pkd1*-mutant models. **a** Immunoblot showing Polycystin-2 (PC2) expression in cells with the indicated genotypes. miR-17 motif deletion from *Pkd2* 3′-UTR leads to higher PC2 expression in *Pkd1*^RC/-^ cells. Actin serves as the loading control. #1 and #2 refer to the two independent *Pkd1*^RC/-^; *Pkd2*^Δ17/Δ17^ clonal cell lines*. n* = 3 biologically independent samples for both clones. **b**, **c** Representative images and quantification showing 3D cyst size of cells with indicated genotypes grown in Matrigel cultures. *n* = 300 cysts pooled from three independent experiments. **d** Representative images showing mitotracker labeling and anti-pCreb1 immunostaining in cells with the indicated genotypes. *n* = 3 biologically independent experiments. **e** Heatmap showing alamarBlue-assessed proliferation of *Pkd1*^RC/-^ and *Pkd1*^RC/-^; *Pkd2*^Δ17/Δ17^ cells in the absence (−) or presence (+) of cAMP, glucose, or SAM. *n* = 8, each circle represents a biological replicate. **f** H&E-stained kidney sections from 18-day-old mice with the indicated genotypes are shown. *n* = 3 (*Pkd1*^RC/+^; *Pkd2*^*+/+*^), *n* = 3 (*Pkd1*^RC/+^; *Pkd2*^∆17/∆17^), *n* = 8 *Pkd1*^RC/-^; *Pkd2*^*+/+*^), and *n* = 11 (*Pkd1*^RC/-^; *Pkd2*^∆17/∆17^). **g** Immunoblots showing PC2, Yap1, and c-Myc expression in kidneys of 18-day-old mice with the indicated genotypes (*n* = 3 for each group). **h**, **i** KW/BW and serum creatinine levels in 18-day-old mice with the indicated genotypes. **j** Representative images showing pHH3 and MRC1 immunostaining in kidney sections from 18-day-old mice with the indicated genotypes (*n* = 3 for each group). **k** Heatmap showing differential mRNA expression in kidneys of 18-day-old mice with the indicated genotypes (*n* = 3). mRNAs that were dysregulated in *Pkd1*^RC/-^ compared to *Pkd1*^RC/+^ kidneys but exhibited improved expression in *Pkd1*^RC/-^*; Pkd2*^Δ17/Δ17^ kidney were chosen for heatmap visualization. Error bars indicate SEM. Statistical analysis: One-way ANOVA, Tukey’s multiple-comparisons test (b, h, and i). Source data are provided as a Source Data file.

Our observations in *Pkd1*^RC/-^ cells suggest a tantalizing possibility that preventing *Pkd2* cis-inhibition and improving PC2 expression compensates and retards disease progression in *Pkd1*-mutant models. We tested this notion in vivo by deleting the *Pkd2* 3′-UTR miR-17 motif (*Pkd2*^∆17/∆17^) in *Pkd1*^RC/-^ mice. 

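In the mouse genome build GRCm38, *Pkd2* (ENSMUSG00000034462) lies on the forward strand of chromosome 5 from 104459450 to 104505819. Its transcript with the longest annotated 3′-UTR has 15 exons, and that 3′-UTR, 2131 nucleotides long, lies in exon 15 (104503452 to 104505819). The 3′-UTR holds 1 match to the miR-17 seed, the 8-mer GCACTTTA at 104503821 to 104503828, which starts at nucleotide 133 after the stop codon. The reference sequence around this match, which is that of the unedited allele, reads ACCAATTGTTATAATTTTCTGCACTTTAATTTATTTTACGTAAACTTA. The breakpoints of the deletion were not analysed here. The 3′-UTR of *Pkd1* (ENSMUSG00000032855, chromosome 17, 24549834 to 24596508) also holds 1 match, at 24595732 to 24595739 in exon 46, which starts at nucleotide 193 after the stop codon within the reference sequence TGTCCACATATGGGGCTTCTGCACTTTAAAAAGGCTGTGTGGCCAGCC.

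*Pkd2* mRNA was measured by RNA-seq in kidneys of 18-day-old mice in 4 groups of 3: noncystic *Pkd1* RC/+ mice with *Pkd2*+/+ or *Pkd2*Δ17/Δ17, and cystic *Pkd1* RC/- mice with *Pkd2*+/+ or *Pkd2*Δ17/Δ17. The authors deposited the number of reads counted on each gene, and *Pkd2* had 3399 to 7001 reads per mouse. In CPM, the read count scaled for library size and composition, *Pkd2* stood at 226 ± 11.1 (SD, n = 3 mice) in cystic *Pkd2*+/+ kidneys and at 326 ± 16.7 (SD, n = 3) in cystic *Pkd2*Δ17/Δ17 kidneys. This log2 fold change of 0.53 (standard error 0.08) had an adjusted p = 0.00250 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. It stayed between 0.49 and 0.57 when each cystic mouse was left out in turn, with adjusted p-values from 0.00232 to 0.0259 in the same edgeR test. In noncystic kidneys, *Pkd2* stood at 209.8 ± 13.9 CPM (SD, n = 3) with *Pkd2*+/+ and at 278 ± 7.68 CPM (SD, n = 3) with *Pkd2*Δ17/Δ17, and every *Pkd2*Δ17/Δ17 mouse lay above every *Pkd2*+/+ mouse. The noncystic log2 fold change of 0.40 (standard error 0.08) had an unadjusted p of 8.21e-05, but its adjusted p over the 24642 genes tested was 0.771 from the same edgeR test. With each noncystic mouse left out in turn it ranged from 0.34 to 0.43, and the adjusted p from 0.367 to 1.00. Across the alternative settings the adjusted p for this noncystic difference ran from 0.00151, with DESeq2's Wald test, to 0.874, with *Xist* as a covariate in edgeR's quasi-likelihood test, and the difference was called with DESeq2. It was also called without the cutoff on low counts (adjusted p = 0.00898 in edgeR's test), a setting tried for this gene after the data were seen, in which the spread between a gene's own mice no longer enters its test. The effect of the deletion was not shown to differ between cystic and noncystic kidneys: the interaction was 0.13 (standard error 0.11, adjusted p = 0.819 from the same edgeR test). Between cystic and noncystic *Pkd2*+/+ kidneys, the log2 fold change of *Pkd2* was 0.11 (standard error 0.08, adjusted p = 0.341 from the same edgeR test). It ran from 0.03 without mouse 20 to 0.15 without mouse 27. With library totals alone as the scaling, that comparison gave 0.26 and an adjusted p of 0.0115 in edgeR's test, within a range of 0.00864 to 0.851 over all alternatives, replicates left out included. Among *Pkd2*Δ17/Δ17 mice, *Pkd2* was higher in cystic than in noncystic kidneys by 0.23 on the log2 scale, without overlap (standard error 0.08, adjusted p = 0.0384 from the same edgeR test).

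**Figure D1:**
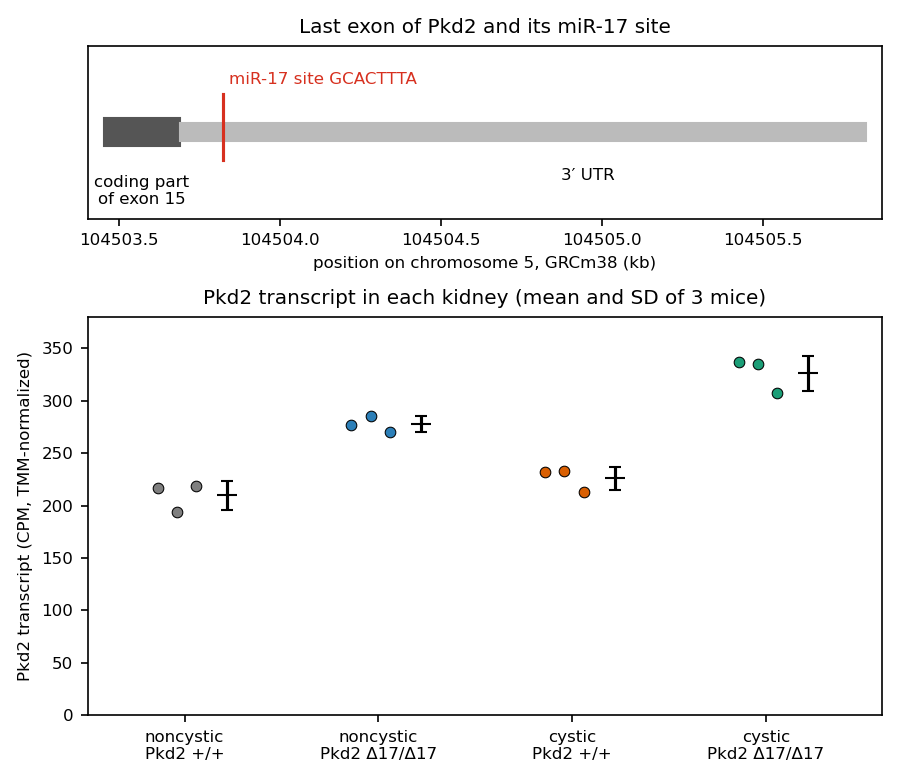
Top, the position of the miR-17 seed match in the 3′-UTR within exon 15 of *Pkd2*, the last exon, on chromosome 5 of GRCm38. Bottom, *Pkd2* mRNA in CPM for each of the 12 mice by group, with the mean and SD of each group. Both *Pkd2*Δ17/Δ17 groups lie above their *Pkd2*+/+ groups, at means of 278 against 209.8 CPM in noncystic and 326 against 226 CPM in cystic kidneys.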

Briefly, we CRISPR/Cas9-edited Ksp^Cre^; *Pkd1*^RC/RC^ mice to generate Ksp^Cre^; *Pkd1*^RC/RC^; *Pkd2*^∆17/+^ mice (see Supplementary Fig. 12 for details). These mice were then bred with *Pkd1*^F/F^ mice to eventually generate the following four genotypes: (i) *Pkd1*^RC/F^; *Pkd2*^*+/+*^, (ii) *Pkd1*^RC/F^; *Pkd2*^∆17/∆17^, (iii) Ksp^Cre^; *Pkd1*^RC/F^; *Pkd2*^*+/+*^, and (iv) Ksp^Cre^; *Pkd1*^RC/F^; *Pkd2*^∆17/∆17^. Characterization of these mice revealed that *Pkd2* miR-17 motif deletion in the noncystic setting did not cause PC2 upregulation, and both *Pkd1*^RC/F^; *Pkd2*^*+/+*^ and *Pkd1*^RC/F^; *Pkd2*^∆17/∆17^ mice exhibited normal kidney histology and function (Fig. 4f, g). In contrast, *Pkd2* miR-17 motif deletion in cystic *Pkd1*^RC/-^ mice was associated with higher PC2 expression. Moreover, KW/BW and serum creatinine levels were reduced by 34.8 and 25%, respectively, in *Pkd1*^RC/-^; *Pkd2*^∆17/∆17^ compared to *Pkd1*^RC/-^; *Pkd2*^*+/+*^ mice (Fig. 4h, i). Consistently, we observed that compared to *Pkd1*^RC/-^; *Pkd2*^*+/+*^ kidneys, *Pkd1*^RC/-^; *Pkd2*^∆17/∆17^ kidneys exhibited reduced c-Myc and Yap1 expression (Fig. 4G) and lower cyst proliferation and interstitial inflammation (Fig. 4j). 

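Kidney RNA of 18-day-old mice was sequenced from 3 mice in each of the 4 groups, the n that the paper gives in Fig. 4k. The noncystic groups are labelled *Pkd1* RC/+, as in Fig. 4, and the text of the paper also writes them as *Pkd1* RC/F. According to the methods of the paper, reads were trimmed with Trim Galore and aligned to GRCm38 with STAR, and the raw STAR counts per gene were used. The deposited table holds these counts for 54532 genes without normalization. The text of the paper does not name which strand column of STAR the counts are. The total count per mouse was 18800307 to 20928017 (median 20097007) in noncystic *Pkd2*+/+ mice, and 18852652 to 19657627 (median 19151244) in noncystic *Pkd2*Δ17/Δ17 mice. In cystic mice it was 19560125 to 24453033 (median 20063631) with *Pkd2*+/+, and 19326839 to 19755910 (median 19580518) with *Pkd2*Δ17/Δ17. No pair of libraries of one group was a repeat of the other: over genes, the chi-square per degree of freedom between them was 8.88 to 24.3.

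Genes with an average log2CPM below -3, the cutoff stated in the methods of the paper, were left out, and 24642 genes remained. One mean per group was fitted to the counts of all 12 mice with edgeR, with library factors from the trimmed mean of M-values (TMM). The 10 most abundant genes took 8.91 to 9.76% of the counts in noncystic mice and 4.86 to 5.93% in cystic mice. The TMM factors followed this difference, at 0.933 to 0.972 in noncystic and 1.04 to 1.08 in cystic mice. Scaling by library totals, as the methods of the paper describe, therefore set cystic kidneys higher than TMM did, by 0.158 on the log2 scale for the median gene of cystic against noncystic *Pkd2*+/+ kidneys. Both scalings were run, and so was limma-trend, the test that the methods of the paper name. The standard error of a log2 fold change between a pair of groups was 0.11 for the median of the 13848 genes with an average log2CPM of at least 1.

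The sample labels give no sex. *Xist* stood at 402 to 857 CPM in mice 19 and 22, 23, 25, 26 and 28, and at no more than 8.33 CPM in mice 20, 21, 24, 27, 29 and 30, in which the Y-linked *Ddx3y* stood at 60.1 to 71.7 CPM. Mice 19 to 21 are noncystic *Pkd2*+/+, 22 to 24 noncystic *Pkd2*Δ17/Δ17, 25 to 27 cystic *Pkd2*+/+ and 28 to 30 cystic *Pkd2*Δ17/Δ17. A fit with *Xist* as a covariate was therefore among the alternatives. *Pkd1*, whose genotype defines the cystic groups, had 884 to 1974 reads per mouse. It stood at 59.6 ± 8.10 CPM (SD, n = 3) in noncystic *Pkd2*+/+ kidneys and 71.5 ± 5.23 CPM (SD, n = 3) in cystic *Pkd2*+/+ kidneys, a log2 fold change of 0.26 (standard error 0.11, adjusted p = 0.0776 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With library totals this change was 0.42, with an adjusted p of 0.00766 in the same edgeR test, and over all alternatives, mice left out included, the adjusted p ran from 0.00766 to 0.401. The change was 0.13 without mouse 20. It was called without mouse 21 as well (adjusted p = 0.0473 in the same edgeR test), and without the cutoff on low counts, tried after the data were seen (adjusted p = 0.0237 in that test). *Pkd1* stood at 69.8 ± 7.26 CPM (SD, n = 3) in noncystic *Pkd2*Δ17/Δ17 kidneys and 73.3 ± 7.40 CPM (SD, n = 3) in cystic *Pkd2*Δ17/Δ17 kidneys, and differed from the *Pkd2*+/+ kidneys of the same setting by 0.23 and 0.04 on the log2 scale (adjusted p = 0.771 and 0.926 in the same edgeR test). The noncystic difference was 0.11 without mouse 20 and 0.14 without mouse 23, and the cystic one ran from -0.05 without mouse 28 to 0.09 without mouse 29. *Pkd1* overlaps *Tsc2* on the other strand, so its counts are uncertain where the counting did not use strand. The counts are also per gene and do not separate the RC allele from the floxed allele. They therefore do not measure how much functional *Pkd1* mRNA a kidney held. The paper quantified individual *Pkd1* transcripts and reported the usage of the RC allele for its *Pkd1* series, which was not analysed here.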

As an additional phenotypic characterization, we performed RNA-seq analysis to compare the kidney transcriptomic profile in the four groups of mice (Fig. 4k). 

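Of the 24642 genes tested, 1 differed between noncystic *Pkd2*Δ17/Δ17 and noncystic *Pkd2*+/+ kidneys at an adjusted p under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 1556 (6.31%) had an unadjusted p under 0.05. The gene was *Zfp605* (ENSMUSG00000023284), which lies on chromosome 5 from 110110092 to 110129794, 5.64 Mb from *Pkd2*, and overlaps *Gm15484* on the other strand. *Zfp605* stood at 10.7 ± 1.36 CPM (SD, n = 3) with *Pkd2*+/+ and at 4.30 ± 0.389 CPM (SD, n = 3) with *Pkd2*Δ17/Δ17, a log2 fold change of -1.31 (standard error 0.15, adjusted p = 0.00446 in the same edgeR test). With each mouse left out in turn the change stayed between -1.43 and -1.26, and the adjusted p of the same edgeR test rose to 0.0524 without mouse 19 and 0.0570 without mouse 22. The count of differing genes was accordingly 0 without mouse 19 (1253 genes at an unadjusted p under 0.05), 0 without mouse 22 (2387 genes) and 2 without mouse 21. The setting that moved the count most was the absence of a cutoff on low counts, with which 124 genes were called. Of all genes tested, 10.8% had every mouse of one genotype above every mouse of the other, where chance gives 10%. The median absolute log2 fold change was 0.10 among the genes with an average log2CPM of at least 1. Over genes, the root mean square log2 difference between a *Pkd2*Δ17/Δ17 and a *Pkd2*+/+ mouse was 0.240 to 0.404 (median 0.321), against 0.310 to 0.327 between *Pkd2*+/+ mice and 0.301 to 0.318 between *Pkd2*Δ17/Δ17 mice. The difference between the genotypes was thus of the size of that between mice of one genotype.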

The mRNA expression patterns were nearly identical in *Pkd1*^RC/F^; *Pkd2*^*+/+*^ and *Pkd1*^RC/F^; *Pkd2*^∆17/∆17,^ further implying that *Pkd2* miR-17 motif elimination has minimal impact in noncystic kidneys. As expected, the cystic *Pkd1*^RC/-^; *Pkd2*^*+/+*^ kidneys exhibited widespread mRNA dysregulation compared to noncystic *Pkd1*^RC/+^; *Pkd2*^*+/+*^ control kidneys. 

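Between cystic and noncystic *Pkd2*+/+ kidneys, 7665 genes differed at an adjusted p under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 4170 higher and 3495 lower in cystic kidneys. Of these, 2629 differed at least 2-fold (1461 higher, 1168 lower), and 9676 of all genes tested had an unadjusted p under 0.05. The 3 cystic and the 3 noncystic mice did not overlap in 41.7% of the genes. Over genes, the root mean square log2 difference was 0.673 to 0.814 between a cystic and a noncystic mouse and 0.353 to 0.468 between cystic mice. With each of the 6 mice left out in turn, 6479 to 7225 genes differed. Among the tests, scalings and filters, limma-trend with library totals moved the count most, to 8829 genes (6309 higher, 2520 lower), and library totals with edgeR gave 8719 genes, of which 71.7% were higher (6251 higher, 2468 lower).

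The largest rises among genes with an average log2CPM of at least 1 and no overlap between the groups were those of *Sprr2g* (ENSMUSG00000046203, chromosome 3, 92373915 to 92375229), *Itih4* (ENSMUSG00000021922, chromosome 14, 30886476 to 30902353) and *Cyp4f39* (ENSMUSG00000061126, chromosome 17, 32452723 to 32493320). *Sprr2g* rose from 0.402 ± 0.305 to 12.9 ± 2.51 CPM (SD, n = 3), a log2 fold change of 5.02 (standard error 0.50), which is uncertain because the gene belongs to a family of similar genes and is annotated as a polymorphic pseudogene. *Itih4* rose from 0.406 ± 0.429 to 11.5 ± 8.92 CPM (SD, n = 3), a log2 fold change of 4.81 (standard error 0.79), and *Cyp4f39* from 0.318 ± 0.0407 to 8.17 ± 0.456 CPM (SD, n = 3), a log2 fold change of 4.65 (standard error 0.29). The largest falls were those of *Epo* (ENSMUSG00000029711, chromosome 5, 137483020 to 137533242), *Rbp7* (ENSMUSG00000028996, chromosome 4, 149449687 to 149454978) and *H1f3* (ENSMUSG00000052565, chromosome 13, 23553262 to 23560686). *Epo* went from 6.22 ± 2.15 to 0.0931 ± 0.123 CPM (SD, n = 3), a log2 fold change of -5.84 (standard error 0.84), and its annotated span overlaps several other genes, so its counts are uncertain. *Rbp7* went from 5.06 ± 2.55 to 0.362 ± 0.111 CPM (SD, n = 3), with a log2 fold change of -3.76 (standard error 0.50). *H1f3* went from 6.49 ± 3.13 to 0.608 ± 0.195 CPM (SD, n = 3), with a log2 fold change of -3.38 (standard error 0.46), and is uncertain as a member of the histone family. The adjusted p of these 6 genes ran from 1.62e-08 to 0.000157 in the same edgeR test, and their direction held with each mouse left out.

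The genes taken from the paper include *Umod* for THP and *Cdh16* for the Ksp promoter. The paper assayed phosphorylated Creb1 and not its mRNA, measured Mettl3 in cells, and names Ppara only in its discussion. *Myc* rose by 1.17 (standard error 0.13, adjusted p = 2.89e-06) and *Mrc1* by 1.89 (standard error 0.14, adjusted p = 8.60e-08) on the log2 scale in the same edgeR test. *Ppara* changed by -0.84 (standard error 0.22, adjusted p = 0.00642 in the same edgeR test), and by -0.54 without mouse 21 (adjusted p = 0.0451 in that test). *Yap1* (0.03), *Creb1* (0.13), *Mettl3* (0.22), *Umod* (-0.10) and *Cdh16* (0.13) were not called, with adjusted p from 0.209 to 0.796 in the same edgeR test. With library totals and edgeR's test, *Yap1* (adjusted p = 0.0458), *Creb1* (0.0121), *Mettl3* (0.0320) and *Cdh16* (0.00699) were called as higher in cystic kidneys, and over all alternatives the adjusted p of these 4 genes ran from 0.00699 to 0.982. The change of *Umod* was 0.05 with library totals, and it was also above 0 without mouse 21 or mouse 27. *Yap1* was at -0.03 without mouse 27. With each mouse left out in turn, *Creb1* ran from 0.06 to 0.19 and *Mettl3* from 0.12 to 0.26. *Yap1*, *Mrc1*, *Mettl3* and *Umod* each overlap another annotated gene.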

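Between the cystic groups, 549 genes differed at an adjusted p under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 293 higher and 256 lower with *Pkd2*Δ17/Δ17, and 3532 (14.3%) had an unadjusted p under 0.05. The mice of these groups did not overlap in 19.0% of the genes tested, where chance gives 10%. The count depended on single mice: without mouse 27, 28 or 29 it was 130, 127 and 118, and without mouse 25 it was 856. It was 1128 with DESeq2, 1639 without the cutoff on low counts, and 167 when the fit held the cystic groups only.

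The genes with the smallest p that were higher in cystic *Pkd2*Δ17/Δ17 kidneys were *Lrrc66* (ENSMUSG00000067206, chromosome 5, 73606642 to 73632526), *Tmem207* (ENSMUSG00000091972, chromosome 16, 26503656 to 26526769) and *Slc12a1* (ENSMUSG00000027202, chromosome 2, 125152505 to 125230002). *Lrrc66* went from 4.42 ± 0.314 to 10.2 ± 0.756 CPM (SD, n = 3), a log2 fold change of 1.21 (standard error 0.12), and stood at 17.7 ± 1.39 CPM in noncystic *Pkd2*+/+ kidneys. *Tmem207* went from 5.52 ± 0.731 to 13.5 ± 1.86 CPM (SD, n = 3), a log2 fold change of 1.29 (standard error 0.14), against 28.3 ± 2.99 CPM in noncystic *Pkd2*+/+ kidneys. *Slc12a1*, which overlaps *Gm14002* on the other strand, went from 854 ± 107 to 1624 ± 95.5 CPM (SD, n = 3), a log2 fold change of 0.93 (standard error 0.10), against 1674 ± 102.2 CPM in noncystic *Pkd2*+/+ kidneys. The lower genes were *H2-Ab1* (ENSMUSG00000073421, chromosome 17, 34257689 to 34269419), *Eln* (ENSMUSG00000029675, chromosome 5, 134702593 to 134747323) and *Sh3bgrl3* (ENSMUSG00000028843, chromosome 4, 134127406 to 134128789). *H2-Ab1* went from 115 ± 15.2 to 41.5 ± 12.5 CPM (SD, n = 3), a log2 fold change of -1.46 (standard error 0.15), against 47.1 ± 3.82 CPM in noncystic *Pkd2*+/+ kidneys. *Eln*, which overlaps *Gm30003*, went from 738 ± 121 to 341 ± 34.6 CPM (SD, n = 3), a log2 fold change of -1.11 (standard error 0.13), and *Sh3bgrl3*, which overlaps *Ubxn11*, from 139 ± 3.40 to 83.0 ± 4.69 CPM (SD, n = 3), a log2 fold change of -0.75 (standard error 0.09). The adjusted p of these 6 genes ran from 0.000594 to 0.00121, and at most to 0.00831 with a mouse left out, in the same edgeR test.

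Of the 549 genes, 505 (92.0%) were among the 7665 that differed between cystic and noncystic *Pkd2*+/+ kidneys, and 44 were not. With *Pkd2*Δ17/Δ17, 504 of the 7665 genes (6.58%) had shifted back toward the noncystic level at an adjusted p under 0.05 in the same edgeR test, 230 that were higher and 274 that were lower in cystic *Pkd2*+/+ kidneys, and 1 gene had shifted further away. This share was 11.2% without mouse 25, and 1.85, 1.47 and 1.53% without mouse 27, 28 or 29. Other definitions of the shift were set beside it, each with its mean over 20 simulations in which the deletion had no effect, since both comparisons use the same cystic *Pkd2*+/+ mice. With the adjustment made over the 7665 genes alone, 13.9% had shifted back (0.0260% simulated), and at an unadjusted p under 0.05, 29.8% had (4.28% simulated). Any change back, with no test, was seen in 82.6% (57.8% simulated), and removal of at least 50% of the change in 18.0% (4.83% simulated). In cystic *Pkd2*Δ17/Δ17 kidneys, 37.0% no longer differed from noncystic *Pkd2*Δ17/Δ17 kidneys (24.4% simulated) and 31.7% no longer differed from noncystic *Pkd2*+/+ kidneys (17.3% simulated) at an adjusted p under 0.05. For the share with a test and adjustment over all genes, 6.58%, the simulated mean was 0.0136%. These simulations drew genes independently, with no degree of disease shared within a mouse. In 100 further simulations, the observed spread in degree of disease was put on all genes alike. Any change back then had a median of 55.1% and a maximum of 77.3%, much nearer to the observed 82.6%. The share with a test was at most 0.105% there.

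**Figure D2:**
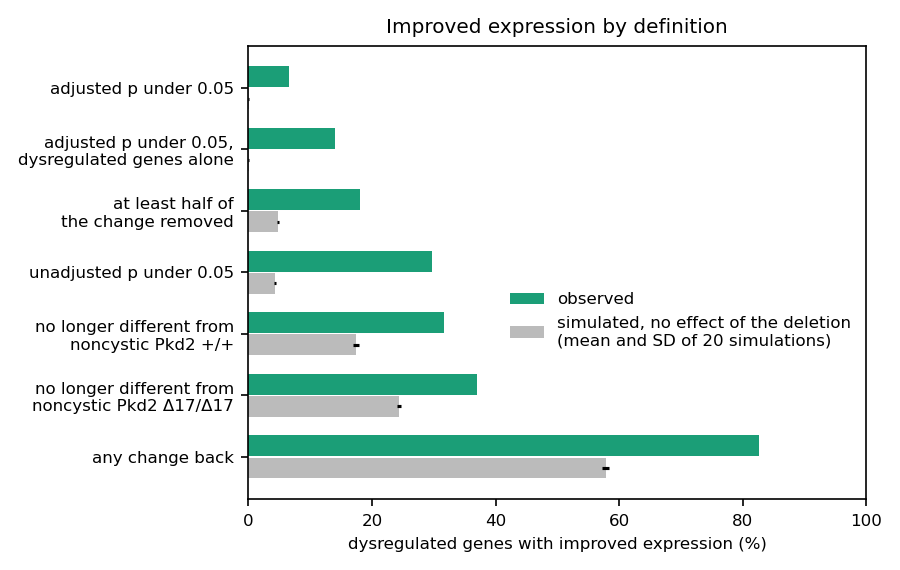
Share in percent of the 7665 genes differing between cystic and noncystic *Pkd2*+/+ kidneys that had shifted back in cystic *Pkd2*Δ17/Δ17 kidneys, by definition of the shift, with the observed share beside the mean of the simulations without an effect of the deletion. The observed shares run from 6.58% to 82.6%, each above its simulated mean. These simulations drew genes independently, with no degree of disease shared within a mouse.

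Between cystic and noncystic *Pkd2*Δ17/Δ17 kidneys, 5679 genes differed (3164 higher, 2515 lower), among them 4829 (63.0%) of the 7665, of which 4827 differed in the same direction. The strongest were *S100a14* (log2 fold change 3.44, standard error 0.16), *Mcoln3* (2.76, standard error 0.13) and *Hmcn1* (2.21, standard error 0.11), which were higher, and *Slc16a4* (-1.19, standard error 0.07), *Gsta2* (-1.77, standard error 0.11) and *mt-Rnr1* (-1.56, standard error 0.10), which were lower in cystic kidneys, with adjusted p from 5.31e-09 to 4.78e-08 in the same edgeR test. *Hmcn1* overlaps *Gm20631*, *Gsta2* belongs to a multigene family and *mt-Rnr1* has copies in the nuclear genome, so the counts of all 3 are uncertain. For the median of the 7665 genes, the log2 fold change between cystic and noncystic kidneys with *Pkd2*Δ17/Δ17 was 0.722 of that with *Pkd2*+/+, and 0.679 to 0.760 with each mouse left out in turn. It was 0.760 (0.688 to 0.829) when genes were called without the cystic mouse used for the ratio. The simulations without an effect, which drew genes independently, gave 0.976 there. Each mouse was also placed between the noncystic (0) and cystic *Pkd2*+/+ (1) levels. The 0 level was that of the other noncystic mice of the same *Pkd2* genotype. For each cystic *Pkd2*+/+ mouse, the genes and changes came from a fit without that mouse. Noncystic *Pkd2*+/+ mice stayed in the fits that gave the genes and changes used to place them. Cystic *Pkd2*+/+ mice lay at 0.827, 1.05 and 0.941 (0.939 ± 0.111, SD, n = 3) and cystic *Pkd2*Δ17/Δ17 mice at 0.626, 0.690 and 0.784 (0.700 ± 0.0798, SD, n = 3), with no overlap. The two-sided exact permutation test between the cystic groups gave p = 0.1, the smallest that 3 mice against 3 allow. Between the noncystic groups this test decides nothing. Each noncystic mouse was measured from the others of its own genotype, which sets both group means near 0.

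**Figure D3:**
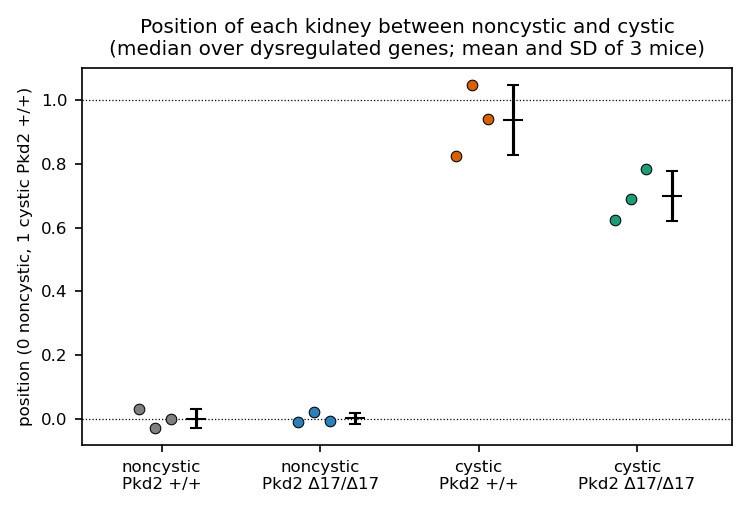
Position of each mouse between the noncystic (0) and the cystic *Pkd2*+/+ (1) level, as the median over the genes differing between these levels (no unit), by group with mean and SD. Cystic *Pkd2*Δ17/Δ17 mice lie between 0.626 and 0.784, below the cystic *Pkd2*+/+ mice at 0.827 to 1.05. The 0 level is that of the noncystic mice of the same *Pkd2* genotype, which sets the noncystic means near 0.

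The paper uses these profiles as an additional phenotypic characterization after the lower KW/BW and serum creatinine of the cystic *Pkd2*Δ17/Δ17 mice (Fig. 4h, i). It takes the mRNAs that differ between cystic and noncystic *Pkd2*+/+ kidneys as dysregulated, and states what share of them had improved expression with the deletion, shown as a heatmap in Fig. 4k. Its text gives no rule for improved expression.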

We found that *Pkd2* miR-17 motif deletion was associated with improved expression of nearly 50% of these dysregulated mRNAs in *Pkd1*^RC/-^; *Pkd2*^∆17/∆17^ (Fig. 4k).

### Acute blockade of *Pkd1* and *Pkd2* cis-inhibition ameliorates PKD

Our CRISPR-edited clonal cellular or mouse ADPKD models lead to chronic *Pkd1* or *Pkd2* derepression. Therefore, we could not assess whether acute derepression of *Pkd1*/*2*, just as the cysts are forming, will prevent disease onset or if restoring *Pkd1*/*2* can reign in established PKD. To answer these questions, we employed the anti-miR-17 oligonucleotide RGLS4326 as a tool to acutely block *Pkd1* and *Pkd2* cis-inhibition^30^. First, we confirmed that compared to vehicle (PBS) or control oligonucleotide, RGLS4326 increased *Pkd1/2* and PC1/2 expression in *Pkd1*^RC/-^ cells (Fig. 5a, b). The *Pkd1/2-*boosting effect of RGLS4326 was apparent within three days after treatment. Importantly, RGLS4326 treatment did not lead to higher PC1 and PC2 levels in *Pkd1*^RC∆17/-^ and *Pkd1*^RC/-^; *Pkd2*^∆17/∆17^ cell lines, respectively, confirming that the upregulation of polycystins by this oligonucleotide relies on the miR-17 motif in *Pkd1/2* 3′-UTRs (Supplementary Fig. 14b-c). RGLS4326-treated *Pkd1*^RC/-^ cells had reduced proliferation, produced smaller cysts in 3D Matrigel cultures, exhibited lower Yap1, c-Myc, and pCreb1 expression, and a higher MitoTracker signal compared to PBS- or control oligonucleotide-treated *Pkd1*^RC/-^ cells (Supplementary Fig. 13). The cyst-reducing effect of RGLS4326 was present but blunted in *Pkd1*^RC∆17/-^ or *Pkd1*^RC/-^; *Pkd2*^∆17/∆17^ cell lines, suggesting that this compound mediates its benefits in *Pkd1*^RC/-^ cells primarily via *Pkd1/2* derepression (Supplementary Fig. 14d-g). Next, we tested the impact of acutely raising *Pkd1/2* in *Pkd1*^RC/-^ cells after cysts had already formed. We cultured untreated *Pkd1*^RC/-^ cells in Matrigel for four days, allowing the cyst to grow. We then treated these cysts with a vehicle, control oligonucleotide, or RGLS4326, and monitored them for three additional days. Vehicle and control oligonucleotide-treated cysts nearly tripled in size, whereas RGLS4326 treatment suppressed this growth (Fig. 5c).

**Fig. 5:**
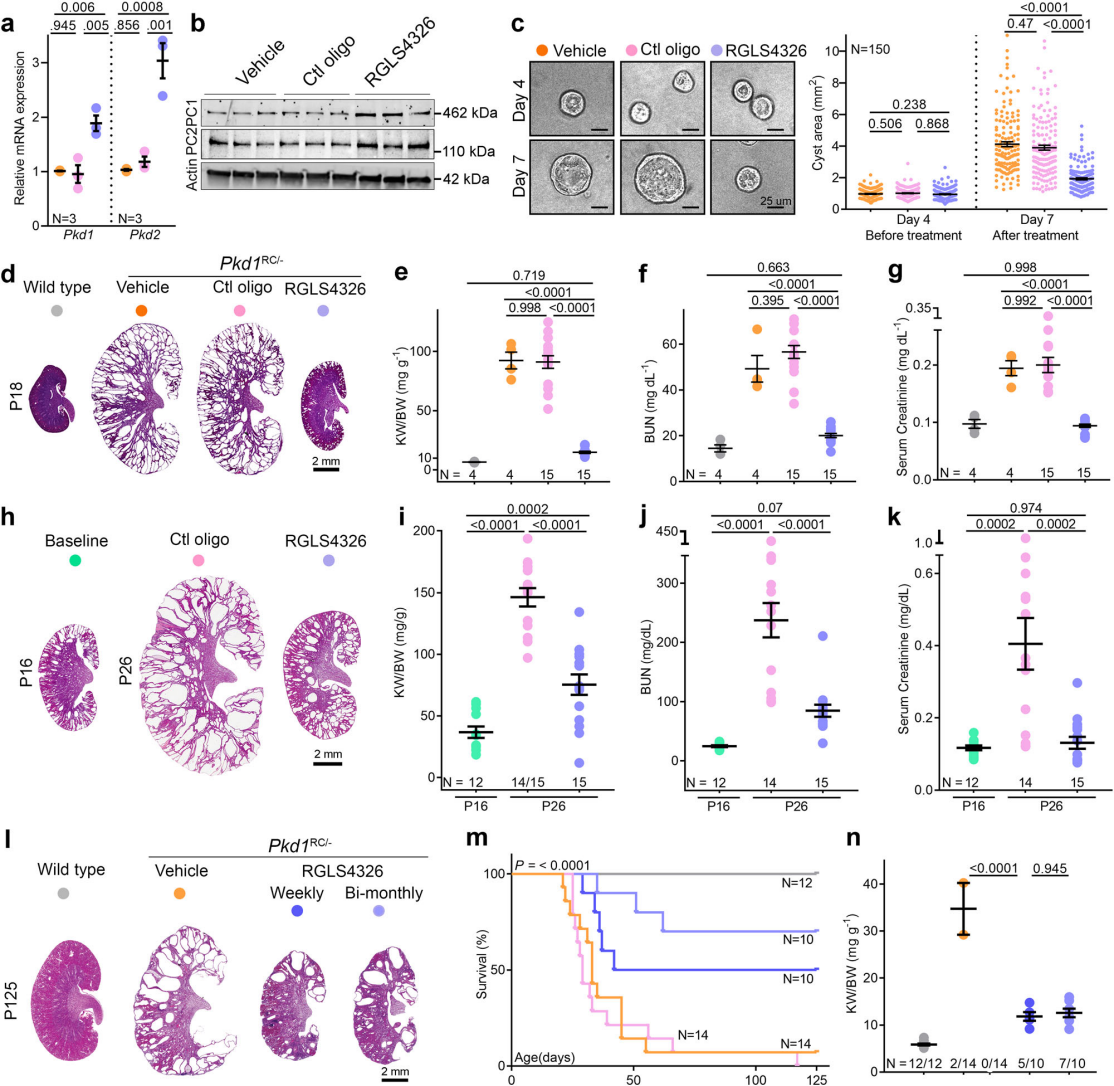
Acute *Pkd1* and *Pkd2* derepression attenuate PKD. **a–b** qRT-PCR and immunoblot analysis showing *Pkd1*/PC1 and *Pkd2*/PC2 expression in *Pkd1*^RC/-^ cells transfected with vehicle (PBS), 100 uM control oligonucleotide, or 100 uM RGLS4326. **c** Images and quantification of 3D cyst size of *Pkd1*^RC/-^ cells cultured in Matrigel before (day 4) or after (day 7) transfection with vehicle (PBS), 100 uM control oligonucleotide, or 100 uM RGLS4326. **d** H&E-stained kidney sections from 18-day-old *Pkd1*^RC/-^ mice injected on P10, P11, P12, and P16 either with vehicle (PBS), 20 mg/kg control oligonucleotide, or 20 mg/kg RGLS4326. H&E-stained kidney section from untreated 18-day-old wildtype mouse is shown for reference. **e–g** KW/BW, BUN, and serum creatinine levels in 18-day-old *Pkd1*^RC/-^ mice treated with vehicle (PBS), 20 mg/kg control oligonucleotide, or 20 mg/kg RGLS4326 are shown. Data from untreated 18-day-old wildtype mice are shown as a reference. **h** H&E-stained kidney sections from 26-day-old *Pkd1*^RC/-^ mice injected on P16 and P17 with 20 mg/kg control oligonucleotide or 20 mg/kg RGLS4326. H&E-stained kidney sections from genetically matched but untreated 16-day-old *Pkd1*^RC/-^ mice are shown to depict disease prior to starting treatment. **i–k** KW/BW, BUN, and serum creatinine levels in untreated 16-day-old or treated 26-day-old *Pkd1*^RC/-^ mice are shown. **l–n** *Pkd1*^RC/-^ mice were injected on P16 and P17 with vehicle, 20 mg/kg RGLS4326, or 20 mg/kg control oligonucleotide. These mice then received their respective treatment regimen every week until 18 weeks of age. The fourth cohort of *Pkd1*^RC/-^ mice received 20 mg/kg RGLS4326 treatment on P16, P17, and bimonthly thereafter. **l** H&E-stained kidney sections of 125-day-old *Pkd1*^RC/-^ mice on the vehicle or RGLS4326 treatment are shown. **m** Kaplan-Meir survival curves of *Pkd1*^RC/-^ mice in the four treatment groups. Survival of untreated wildtype is shown as a reference. **n** KW/BW ratio in mice that survived till 125 days. Wildtype mice: *n* = 3; *Pkd1*^RC/-^ mice: *n* = 2 (vehicle treatment), *n* = 5 (weekly RGLS4326 treatment), and *n* = 7 (bi-monthly RGLS4326 treatment). Error bars indicate SEM. Statistical analysis: One-way ANOVA, Tukey’s multiple-comparisons test (**a**, **c**, **e–g**, **i–k**, **n**); Mantel-Cox (**m**). Source data are provided as a Source Data file.

We next examined whether the observations in cells can be replicated in vivo. In the first study, we treated *Pkd1*^RC/-^ mice with vehicle (PBS), control oligonucleotide, or RGLS4326 starting at P10, the age at which cysts begin to form in this model. By P18, we noted marked kidney enlargement with a > 10-fold higher KW/BW ratio and elevated BUN and serum creatinine in PBS and control oligonucleotide-treated mice compared to age-matched wildtype mice (Fig. 5d–g). Strikingly, PKD was virtually prevented, and renal function remained normal in P18 RGLS4326-treated *Pkd1*^RC/-^ mice (Fig. 5d–g). In the second study, we began treatment at P16 when *Pkd1*^RC/-^ mice had already developed cystic disease. By P26, one out of 15 control oligonucleotide-treated mice had died, and the surviving mice had developed progressive kidney enlargement and near-fatal kidney failure. In contrast, we observed attenuation of PKD progression and stabilization of kidney function in RGLS4326-treated *Pkd1*^RC/*-*^-KO mice (Fig. 5h–k). Finally, in a third study, we assessed the long-term effects of *Pkd1/2* derepression in mice that had already developed PKD. We treated *Pkd1*^RC/-^ mice on P16 and P17 with the vehicle, 20 mg/kg RGLS4326, or 20 mg/kg control oligonucleotide. These mice then received their respective treatment regimens every week until 18 weeks of age. A fourth group of *Pkd1*^RC/-^ mice received 20 mg/kg RGLS4326 treatment on P16 and P17 and every other week thereafter. 85.7% (12 out of 14) of PBS-treated and 100% (14 out of 14) of control oligonucleotide-treated *Pkd1*^RC/-^-KO mice succumbed to their disease before 18 weeks of age. In contrast, 70% (7 out of 10) and 50% (5 out of 10) of *Pkd1*^RC/-^ mice treated with RGLS4326 bi-monthly or weekly, respectively, survived until 18 weeks of age (Fig. 5m). Furthermore, we noted substantially preserved kidney parenchyma (Fig. 5l and Supplementary Fig. 15) and reduced KW/BW (Fig. 5n) among the surviving mice in the RGLS4326 group. Thus, acute pharmaceutical *Pkd1/2* derepression, including after cyst onset, attenuates murine PKD.

### *PKD1*^∆17^ or *PKD2*^∆17^ alleles reduce cyst growth of patient-derived primary ADPKD cultures

A logical but crucial question is whether *PKD1/2* cis-inhibition is a feature of human ADPKD. We derived these cells from cysts of freshly discarded ADPKD nephrectomy samples from four affected individuals (three males aged 41, 48, and 52 years and one 57-year-old female). We performed *PKD1* and *PKD2* mutation analysis using DNA from cyst cells (Supplementary Fig. 16). Cell lines #1, #3, and #4 harbor heterozygous *PKD1* mutations, whereas cell line #2 harbors heterozygous truncating *PKD2* mutation and a missense heterozygous *PKD1* mutation. To assess the translational potential of our findings in mice, we used CRISPR/Cas9 editing to eliminate the *PKD1* or *PKD2* miR-17 motif in these primary ADPKD cultures (Supplementary Fig. 17). We designed human-specific sgRNAs targeting the miR-17 motifs in the *PKD1* or *PKD2* 3′-UTRs. We then transfected primary ADPKD cultures from all four donors with Cas9 and either *PKD1* or *PKD2* 3′-UTRs sgRNAs. Mock-transfected cells from each donor served as unedited parental controls. We noted higher PC1 levels within three days of modeling the *PKD1*^∆17^ allele in all four CRISPR-transfected cultures compared to their respective mock-transfected parental controls (Fig. 6a). Similarly, modeling *PKD2*^∆17^ alleles led to higher PC2 expression in CRISPR-transfected cultures than their respective mock-transfected parental controls (Fig. 6b). We next assessed the functional significance of *PKD1* or *PKD2* derepression by performing Matrigel 3D cystogenesis, alamarBlue proliferation assays, live-cell MitoTracker labeling, and anti-pCREB1 immunofluorescence. The CRISPR-transfected cultures containing *PKD1*^∆17^ or *PKD2*^∆17^ cells formed smaller cysts (Fig. 6c–f) and exhibited lower proliferation rates (Supplementary Fig. 18), higher MitoTracker signal, and lower pCREB1 expression compared to their respective mock-transfected, unedited controls (Fig. 6g, h). These data imply ongoing *PKD1/2* cis-inhibition and demonstrate the potential benefit of derepressing *PKD1/2* in human ADPKD cells

**Fig. 6:**
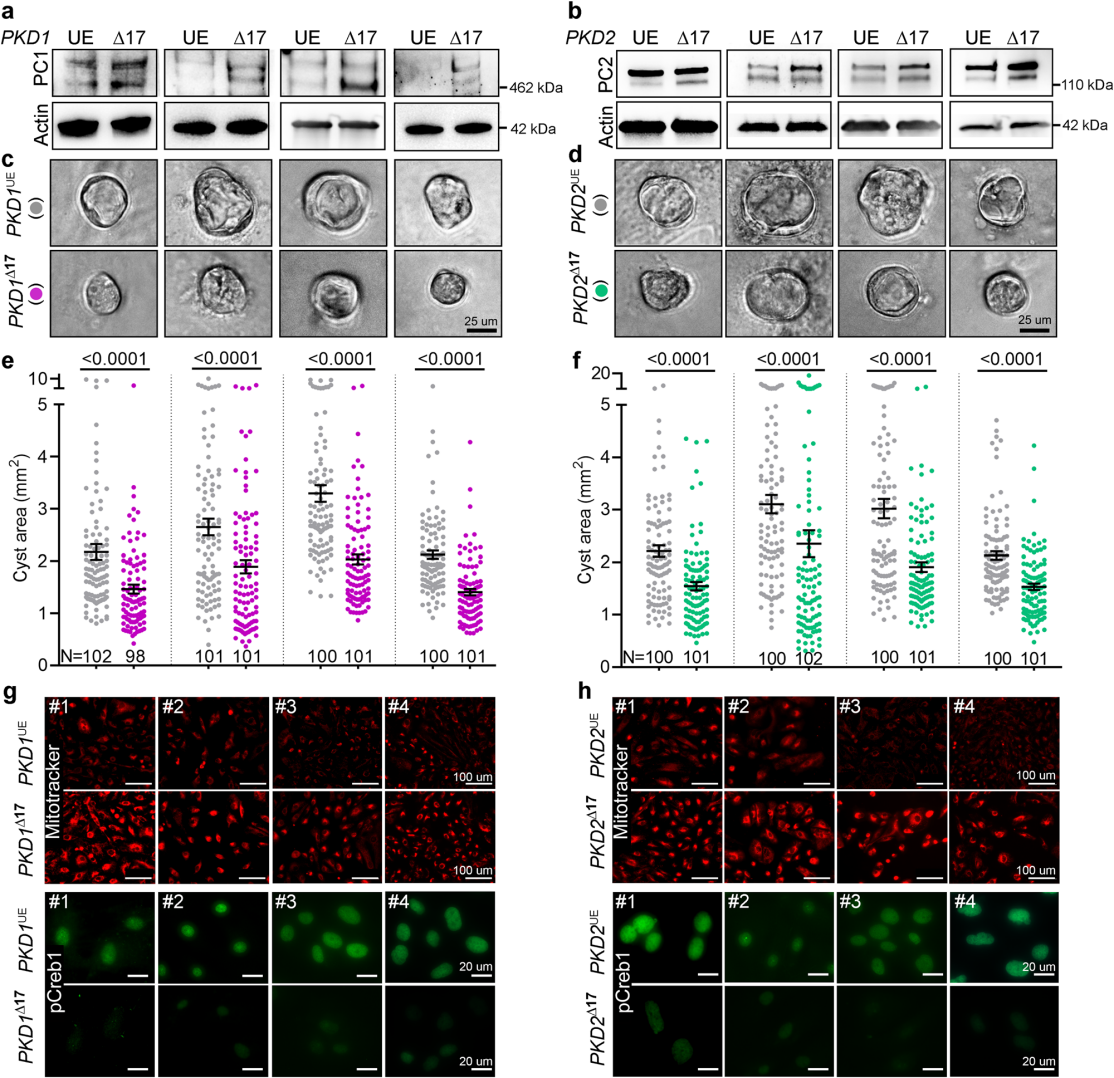
*PKD1*^Δ17^ or *PKD2*^Δ17^ reduce 3D cyst growth in primary human ADPKD cultures. CRISPR/Cas9-editing was used to delete the miR-17 motif from *PKD1* 3′-UTR (*PKD1*^Δ17^) or *PKD2* 3′-UTR (*PKD2*^Δ17^) in primary ADPKD cultures from four human donors (#1 through #4). **a**, **b** Immunoblots showing higher PC1 expression in *PKD1*^Δ17^ and higher PC2 expression in *PKD2*^Δ17^ ADPKD cultures compared to their respective unedited (UE) parental ADPKD cultures. Protein bands are 460 kDa (**a**) and 110–120 kDa size (**b**). Actin serves as the loading control. **c–f** Images and quantification showing reduced cyst size of *PKD1*^Δ17^ and *PKD2*^Δ17^ compared to their respective unedited (UE) parental ADPKD cultures. **g**, **h** Images showing higher mitotracker labeling (red) and reduced pCREB1 immunostaining (green) in *PKD1*^Δ17^ and *PKD2*^Δ17^ ADPKD cultures compared to their respective unedited parental ADPKD cultures. *n* = *3* biologically independent experiments for each cell line. Errors bars represent SEM, Statistical analysis: Two-tailed Students *t*-test (**e**, **f**). Source data are provided as a Source Data file.

## Discussion

Heterozygous *PKD1* loss-of-function as the genetic cause of ADPKD was discovered over 25 years ago^31–33^, but approaches to restore *PKD1* expression have remained elusive. In this work, we provide a feasible framework for increasing endogenous *PKD1* levels and show for the first time that monoallelic *Pkd1* derepression is sufficient to alleviate preclinical PKD.

A unifying and parsimonious explanation for ADPKD onset is that cystogenesis ensues when the functional *PKD1* dosage falls by 70–80%, dipping below a critical threshold^3^. Thus, germline inactivation of one *PKD1* allele alone cannot account for this magnitude of dose reduction. Additional stochastic events that repress the remaining allele are required and play a critical role in determining disease onset. In this regard, we discovered that miR-17-mediated inefficient translation of mRNAs transcribed by the non-inactivated *PKD1* allele represents a targetable, somatic inhibitory ADPKD onset mechanism. As an attractive safety feature, *Pkd1* inhibition by miR-17 appears to be an ADPKD-specific phenomenon since we observed that the miR-17 level is low in normal adult mouse kidneys, and thus, it has no impact on *Pkd1* mRNA stability in the non-cystic setting. In contrast, the miR-17 miRNA family becomes activated in PKD models, where it appears to mediate *Pkd1* repression well into adulthood, as evidenced by the attenuation of cyst growth by the anti-miR-17 drug RGLS4326, even if the treatment is initiated at later stages of the disease. A noteworthy caveat here is that while RGLS4326 raises PC1 levels, its benefits in later stages of disease could be derived from simultaneous derepression of other miR-17 targets, including PC2 and Ppara. Another insight from our work is that potentially restoring hypomorphic *Pkd1* mutants may be a beneficial therapeutic approach. On a cautionary note, particularly for modalities employing exogenous *PKD1* supplementation, raising *Pkd1* above wildtype levels produces cystic disease in mice^34,35^. However, the uniqueness of our method is that, rather than transactivation, it relies on preventing inhibition, making it unlikely that *PKD1* will rise to the supratherapeutic range. As a sign that the miR-17-mediated *PKD1* inhibition may even be relevant in individuals with ADPKD, we noted that deleting the *PKD1* miR-17 motif in primary human ADPKD cultures increases PC1, and reduces 3D cyst growth and proliferation. Similarly, inhibiting miR-17 raises PC1 levels and inhibits the cyst growth and proliferation of primary human ADPKD cultures^4,30^. As further proof, a recent phase 1b clinical trial showed that RGLS4326 treatment is associated with higher urinary PC1 levels in ADPKD patients^36^. Additional clinical studies are planned using the next-generation anti-miR-17 oligo RGLS8429.

Our studies also clarify the role of *PKD1* in the continual expansion and growth of kidney cysts. Along with cyst initiation, *PKD1* inhibition unleashes large-scale transcriptomic and metabolic dysregulation and activates numerous oncogenic pathways, such as cAMP and c-Myc/Yap^4,37–45^. In turn, this downstream cyst-pathogenic signaling is thought to fuel cyst expansion. Despite such widespread dysregulation, a recent elegant study reported that transgenic *Pkd1* or *Pkd2* reconstitution rapidly reverts established cystic disease in mice^46^. Consistently, we found that acute *Pkd1/2* derepression reigns in established cystic disease and makes *Pkd1*-mutant cells resistant to pro-cystogenic stimuli such as cAMP and SAM. These observations collectively point to *PKD1* as the primary, if not the sole, factor governing cyst onset and growth.

We report an unexpected finding that *Pkd2* influences the cystic phenotype of *Pkd1*-mutant models. PC1 and PC2 physically interact and are coexpressed at multiple subcellular locations, indicating that the two proteins function in the same physiological pathway^47–50^. We add a new dimension by extending this relationship into the pathological context. Perhaps, enhancing *Pkd2* expression in *Pkd1*-mutant cells may improve PC1 trafficking and/or form more heteromeric PC1-PC2 protein complexes.

Finally, our work provides new insights into miRNA biology. miRNAs are well known to simultaneously but subtly repress large mRNA networks. Our approach decouples and disentangles this pleiotropy in the context of PKD. We devised a system where miR-17 is prevented from binding to *Pkd1* (or *Pkd2*) while its ability to interact with its other mRNA targets remains intact. Strikingly, eliminating just one 3′-UTR miR-17 motif phenocopies the effects of inhibiting all of miR-17 in *Pkd1*^*RC/*-^ models. Thus, our work is among the first to show that, in some circumstances, the majority of the biological effect of a miRNA can be derived through the repression of a handful of its targets. There are some parallels between our work and the miR-122 - Hepatitis C (HCV) infection axis in terms of targeting the disease-central RNA. However, the miR-122 mechanism is unconventional because it targets the foreign HCV RNA genome, binds the 5′-UTR, and aids in HCV accumulation^51,52^.

Most miRNAs are dispensable for homeostatic tissue functions and are pharmaceutically inhibited with relative ease. Despite these favorable characteristics, miRNA-based drug development has languished compared to other forms of RNA therapeutics^53^. This is partly because the pleiotropic molecular mechanism of numerous downstream mRNA targets makes it difficult to validate the miRNA biological effect or develop pharmacodynamic readouts of anti-miRNA drugs. We argue that prioritizing miRNAs that function as tonic inhibitors of a handful of disease-central mRNAs is likely to be a fruitful drug development strategy. Importantly, our insights are transferable, and we speculate that similar modes of therapeutically targetable cis-inhibitory regulation exist in other disorders, especially haploinsufficient monogenetic conditions.

## Methods

### Generation of 3′-UTR cell lines via CRISPR/Cas9

We deleted the miR-17 binding site from the *Pkd1* or *Pkd2* 3′-UTR using CRISPR/Cas9. We designed sgRNAs using www.benchling.com and ordered the sequences from IDT. The sgRNA pair targeted DNA sequences upstream and downstream of the miR-17 motif in the *Pkd1* or *Pkd2* genes. We cloned the sgRNAs into the CRISPR mammalian expression vector pSpCas9(BB)−2A-GFP^54^. Using these sgRNA encoding plasmids, we generated the *Pkd1*^*RC*∆17/-^ cell line and the *Pkd1*^*RC*/-^; *Pkd2*^∆17/∆17^ cell line as described next. To generate the *Pkd1*^*RC*∆17/-^ cell line, we transfected *Pkd1*^RC/-^ cells with 0.6 µg of the SpCas9-2A-GFP plasmid carrying the upstream or the downstream sgRNA using Lipofectamine 3000. After 72 h, we performed FACS to select GFP-positive cells with the top 5% intensity. These cells underwent clonal expansion in 96-well plates. Well-formed colonies were screened for the absence of the miR-17 binding site by DNA PCR of the targeted *Pkd1* genomic sequence. Clones with expected deletion bands were confirmed by Sanger sequencing. Two *Pkd1*^*RC*∆17/-^ clonal cell lines with confirmed deletions were further characterized and analyzed along with their parental control cell lines, as shown in Fig. 2 and Supplementary Fig. 4. We used the same strategy and experimental approach for generating the two *Pkd1*^*RC*/-^; *Pkd2*^∆17/∆17^ cell lines (Fig. 4 and Supplementary Fig. 8). The sgRNA sequences and genotyping primers are provided in Supplementary Table 3.

### Generation of 3′-UTR mice via CRISPR/Cas9

The following strains of mice were used: (1) for the mouse models shown in Fig. 1, wildtype C57BL/6 N female and male mice were used; (2) for the mouse models shown in Figs. 2 and 4, we used *Ksp*^Cre^; *Pkd1*^RC/RC^ mice maintained on a C57BL/6 J background by our laboratory. Prepubertal female mice underwent superovulation using a standard hormone regimen. The epididymis was collected from male mice for sperm harvest. After in vitro fertilization, one-cell fertilized eggs were isolated. CRISPR reagents (IDT) were delivered to the cytoplasm via electroporation using a Nepa21 Super Electroporator (NEPAGENE, Ichikawa, Japan). The eggs that survived the electroporation were washed and cultured in fresh M16 media in microdrop cultures. The eggs were then surgically transferred into the oviducts of day 1 pseudopregnant ICR females. At 21 days of age, founder mice were screened for deletion of the miR-17 binding site by genotyping, and confirmation of deletion was performed by Sanger sequencing.

### ADPKD mouse models

*Ksp*^Cre^, *Pkd1*^F/F^, and *Pkd1*^RC/RC^ mice were used in this study^4,24,30,55^. All mice were maintained on a C57BL/6 J background. At prespecified time points, mice were anesthetized using an approved protocol, and blood was obtained via cardiac puncture. The right kidney was weighed to obtain the KW/BW ratio and immediately flash frozen for future molecular analysis. The left kidney was perfused with ice-cold 1X PBS and 4% (wt/vol) paraformaldehyde. The kidney was subsequently paraffin-embedded. All studies used equal numbers of males and females. The UT Southwestern Institutional Animal Care and Use Committee approved all experiments involving animals.

### Pkd1^RC/+^ and Pkd1^RC/-^ cell lines

The *Pkd1*^*RC/+*^ and *Pkd1*^*RC/-*^ are isogenic, collecting duct-derived epithelial cell lines. These cells were generated from the kidneys of a 14-day-old *Pkd1*^RC/flox^ male mouse. A single-cell suspension was created by mincing the kidney tissue into 1 mm cubes followed by incubation for 40 min in DMEM containing 5% Collagenase (Sigma #C1639, USA) at 37 °C with intermittent agitation. The cells were then incubated with Biotinylated Dolichos Biflorus Agglutinin (DBA, a collecting duct marker) (Vector labs #B-1035) for 1 h. DBA-positive cells were isolated using a CELLection Biotin binder kit (Invitrogen #11533D). Subsequently, the cells were immortalized using the SV40 T Antigen Cell Immortalization Kit (Alstem #CILV01). One SV40-positive, immortalized *Pkd1*^*RC/Flox*^ clone was infected with an adenovirus that expresses Cre recombinase (Vector Biolabs #1779) to delete the floxed allele, thereby generating the *Pkd1*^*RC/-*^ cells. Recombination of the floxed allele was confirmed by genotyping. The uninfected parental clone with the genotype *Pkd1*^*RC/+*^ (where the ‘+‘ is the floxed allele) serves as the control. These cells are maintained in an epithelial culture medium (Dulbecco’s modified Eagle’s medium/Ham’s F-12 medium supplemented with 2% fetal bovine serum, insulin (8.3 × 10-7 m), prostaglandin E1 (7.1 × 10-8 m), selenium (6.8 × 10-9 m), transferrin (6.2 × 10-8 m), triiodothyronine (2 × 10-9 m), dexamethasone (5.09 × 10-8 m), and recombinant γ-interferon (10 units/ml) at 37 °C.

### Generation of the *Pkd1*^+/+^ and *Pkd1*^-/-^ cell lines

*Pkd1*^+/+^ and *Pkd1*^-/-^ cells are isogenic, renal tubule-derived epithelial cell lines. These cells were generated from the kidneys of a 12-day-old *Pkd1*^F/F^ male mouse pup. Kidneys were isolated and minced into 1 mm cubes. The tissue was incubated for 40 min in DMEM containing 5% Collagenase (Sigma #C1639, USA) at 37 °C with intermittent agitation to create a single-cell suspension. The cells were then strained using a 40-micron cell strainer and incubated with Biotinylated Dolichos Biflorus Agglutinin (DBA) (Vector labs #B-1035) for 1 h. DBA-positive cells were isolated using a CELLection Biotin binder kit (Invitrogen #11533D). Subsequently, the cells were immortalized using the SV40 T Antigen Cell Immortalization Kit (Alstem #CILV01) and cultured through clonal expansion. Clones were screened for SV40 marker by genotyping for SV40, and one clone was selected for further culture. *Pkd1*^-/-^ cells were generated by infecting the *Pkd1*^F/F^ cells with an adenovirus that expresses Cre recombinase (Vector Biolabs #1779) such that the floxed alleles are ablated. Infected cells were cultured through clonal expansion. The clones were genotyped to confirm successful recombination and deletion of both *Pkd1* alleles. The parent *Pkd1*^F/F^ and the *Pkd1*^-/-^ cells were further characterized through qRT-PCR and western blot analysis (Supplementary Fig. 2). These cells are grown and maintained in an epithelial cell culture medium as described in the section above.

### Histology

Tissue embedding in paraffin and subsequent sectioning were performed using standard protocols by the Histology core at UT Southwestern Medical Center. The tissues were cut into 5 µm sections and stained with hematoxylin-eosin (H&E) for histological analysis. The stained sections were imaged using a slide scanner.

### RNA

A Qiagen miRNEASY kit was used for total RNA extraction. cDNA was prepared using an Invitrogen First Strand Superscript III cDNA synthesis kit. Q-PCR was performed using iQ SYBR Green Supermix (Bio-Rad). All samples were loaded in duplicate or triplicate on the CFX ConnectTM Real-time PCR detection system. 18s was used to normalize mRNA expression. The sequences of the primers are shown in Supplementary Table 4.

### PC1 and other Western blots

Total protein was isolated from kidneys or cells using a lysis buffer made by mixing T-PER tissue protein extraction reagent (Invitrogen, catalog# 78510) with a protease phosphatase inhibitor tablet (Fisher, catalog# PIA32961) according to the manufacturer’s instructions. The lysis buffer was prepared and stored as one-time aliquots at −80 °C. The aliquots were thawed on ice immediately before protein isolation. Protein concentration was measured using the Bradford Assay reagent. Protein samples were prepared in 4X NuPAGE LDS Sample Buffer with 0.5% b-mercaptoethanol (Sigma, catalog# M6250) for all proteins except for PC1 and PC2 and their loading control beta-actin, which were prepared with 0.1 M DTT (Sigma, catalog# D0632). The samples were always freshly prepared before gel electrophoresis. BME samples were boiled for 5 min at 98 °C before loading on gels. The DTT samples were incubated at 25 °C for 10 min before loading on gels.

For full-length PC1 detection, the samples were run on the NuPAGE™ 3–8% Tris-Acetate Protein Gel (Invitrogen, EA03785) at 160 V for 1.5 h on ice. A high molecular weight protein ladder (Invitrogen, catalog# LC5699) was used in each gel to track 460 kDa proteins. Electrophoretically separated proteins were transferred using the Invitrogen transfer system at 200 mAmps for 100 min on ice or at 4 °C. The samples containing 10 µg of protein were run on mini-PROTEAN SDS-polyacrylamide precast gels to detect other proteins. A standard molecular weight ladder was used in each gel to track protein sizes. The gels were run at 150 V until the dye ran out. The proteins were transferred to a nitrocellulose membrane using the Trans-Blot Semi-Dry Transfer system on the mixed MW program.

After completing the transfer, the membranes were blocked with 5% fat-free milk and probed overnight at 4 °C with primary antibodies. The membranes were washed three times with 1x TBS-Tween the next morning before and after probing for one hour with a secondary antibody. Goat-anti-rabbit or anti-mouse HRP-conjugated IgG was used as the secondary antibody. HRP-conjugated actin antibody (Sigma, catalog# a3854) was used to measure total protein. The blots were developed using the chemiluminescence substrate SuperSignal West Dura, ECL, or Femto from Pierce. The blots were developed using the Bio-Rad digital imager. The protein bands were quantified using Imagelab software from Bio-Rad. Each Western blot was repeated at least three times. Ten micrograms of protein from cells or kidneys were run on gels to detect <150 kDa proteins. 40–60 µg of protein was run on gels to detect heavy molecular weight (462 kDa) full-length PC1 protein. All the primary antibodies were used at a 1:1000 dilution, except for PC1 (used at 1:500), and the secondary antibodies were used at a 1:5000 dilution. The following primary antibodies were used: PC1 (7E12 Santa Cruz, catalog# sc-130554); PC1 E8-8C3C10 (Baltimore PKD core center), PC2 (gift from the Baltimore PKD Core); pCREB (Cell Signaling, catalog# 9198); c-Myc (Abcam, catalog# ab185656), YAP1 (Cell Signaling, catalog# 4912); Mettl3 (Invitrogen, catalog# MA5-27527).

### Immunofluorescence on tissue samples

Paraffin sections of kidney tissues were used for immunofluorescence staining. Briefly, the slides were deparaffinized by first baking at 60 °C for 1 h and then washing in Histo-clear (Fisher, HS-2001) three times for 5 min each. Next, the slides were re-hydrated through 100%, 95%, and 70% ethanol washes before incubation in 1X PBS. The slides were then subjected to antigen retrieval with sodium citrate. The slides were treated with sodium borohydride to quench autofluorescence for 40 min. The slides were washed in 1X PBS three times and then blocked in 1X PBS + 10% goat serum+0.1% BSA (antibody block) for at least 1-2 h at RT. Sections were incubated with primary antibodies overnight. Primary antibodies were diluted with antibody block at a 1:500 dilution. Slides were washed in 1X PBS three times for 5 min each, treated with Alexa Fluor secondary antibodies (diluted using the antibody block to a 1:500 dilution) for 1 h, and then washed three times for 5 min each. The slides were mounted using Vecta Shield containing Dapi. The slides were imaged using the Zeiss Compound Light microscope or the Zeiss Axioscan Z1 slide scanner. The following antibodies were used: DBA (Vector Labs, catalog# B-1035), THP (Biomedical Technologies, catalog# BT-590), LTA (Vector Labs, catalog# B-1325), MRC1 (Abcam, catalog# ab64693), pCREB1 (Cell Signaling, catalog# 9198), and pHH3 (Sigma, catalog# H0412). Processing, immunostaining, and imaging of slides were performed simultaneously within each experiment.

### Immunofluorescence on cells

Immunofluorescence staining was performed on cells grown on 8-chambered slides (Fisher, catalog# 154534PK). The cells were fixed with 100% ice-cold methanol for 5 min at 4 °C. The slides were washed with 1X PBS 3 times for 5 min. The cells were then blocked in 1X PBS + 10% goat serum+0.1% BSA + 0.1 M glycine+0.1% Tween 20 (antibody block) for at least 30 min at room temperature. Primary antibodies were diluted with antibody block at a 1:100 dilution and added to the slides for 2 h. Slides were washed in 1X PBS three times for 5 min each, treated with Alexa Fluor secondary antibodies (diluted using the antibody block to a 1:500 dilution) for 1 h, and then washed three times for 5 min each. The slides were counterstained in DAPI (Fisher, catalog# ICN15757410) diluted at 1:10000 in distilled water for 10 min before imaging under a Zeiss Compound Light microscope. For each experiment, the control and treatment cells or the control and the ∆17 cells were seeded simultaneously on different chambers of the same slide. Processing, immunostaining, and imaging of slides were also performed simultaneously.

### MitoTracker analysis

MitoTracker Red CMXRos (Thermo Fisher, catalog# M7512) was used to analyze the mitochondrial membrane potential in live cells. The lyophilized MitoTracker® product was dissolved in dimethylsulfoxide (DMSO) to a final concentration of 1 mM and stored at −20 °C in small aliquots. Cells grown to 40–70% confluency were washed with sterile PBS and then treated with regular DMEM serum-free media containing 100 nM MitoTracker for 8 min. Immediately thereafter, the media was replaced with regular growth media and imaged under a Zeiss Compound Light microscope. The images were taken at the same exposure time for the samples of the same experiment. The intensity of fluorescence is directly proportional to membrane potential.

### 3D cystogenesis assay

25 µl of 100% Matrigel (Fisher, catalog# 354234) was spread onto each well of an 8-chambered slide with precooled 200 µl sterile pipette tips. The plate was then placed in a 37 °C incubator for 30 min for the Matrigel to set. In the interim, cells were trypsinized, washed once with PBS, filtered through a 40 µm cell strainer to create a single-cell suspension, and counted. Cells were seeded on the Matrigel-coated slide at a seeding density of 5000 cells/well in a 300 µl volume of growth media containing 2% Matrigel. For each cell line or treatment condition, cells were seeded in triplicate and incubated at 37 °C for 7 days to allow for the growth of 3D cysts in suspension. During this time, the wells were supplemented with growth medium 72 h after initial placement into Matrigel. On day 7, the chamber slides were imaged on a Leica DMI 3000B light microscope. The images were analyzed using ImageJ software to obtain cyst size measurements. Each assay was repeated at least three times. Measurements from each experiment were combined and analyzed for statistical significance.

### Ex vivo organ culture

Female mice bearing potential *Pkd1*^**+/+**^; *Pkd1*^**∆17/+**^, and *Pkd1*^**∆17/∆17**^ embryos were dissected at embryonic day (E) 13.5 in PBS to harvest the kidneys and tail. The tail of each embryo was used for DNA extraction and subsequent genotyping. The kidneys were set up for culture on Whatman membranes (Sigma, catalog# WHA110409) in an air-medium interface as described^28^. The kidneys were cultured in basal DMEM (Thermo Fisher, catalog# 12500) containing 10% fetal bovine serum (FBS), 2% PenStrep (Invitrogen, catalog# 1514022), 5 μg/ml insulin, 5 μg/ml transferrin, 2.8 nM sodium selenite, 25 ng/ml prostaglandin E and 32 pg/ml T3. One kidney was grown in the above media, and the contralateral kidney was grown in 100 µM 8-Br-cAMP (Sigma, catalog# B7880)-supplemented media. Using a second cohort of mice, one kidney was grown in 100 µM 8-Br-c-AMP or 100 µM 8-Br-c-AMP + 250 µM SAM. For all the cultures, the media was changed every 48 h. The cultures were imaged live using the Zeiss Stereo Lumar microscope on day 4. The cysts were measured and analyzed using ImageJ software. At the end of 6 days, the kidneys were flash-frozen and stored at −80 °C until further use for RNA or protein extraction.

### alamarBlue assay

*Pkd1*^**RC/-**^ and *Pkd1*^**RC∆17/-**^ cells (3 ×10^3 density) were seeded on 96-well plates. The next morning, the medium was changed to contain 1X alamarBlue reagent (Invitrogen, catalog# DAL1025) and vehicle, 100 µM 8-Br-cAMP, 100 µM SAM, or 17 mM glucose. Colorimetric readings were taken at 570 nm and 600 nm in a microplate reader after 12 h. The redox reaction of alamarBlue was used to assess cell proliferation quantitatively. N = 8 was used for each condition. The values were plotted as a scaled heatmap using the Python MatplotLib package. The same experimental approach was used for the *Pkd1*^**RC∆/-**^; *Pkd2*^**∆17/∆17**^ cells and the control cells *Pkd1*^**RC/-**^; *Pkd2*^**+/+**^.

### Serum electrolytes

Serum creatinine was measured by capillary electrophoresis by the UT Southwestern O’Brien Center. BUN was measured by Vitros250 Analyzer by the UT Southwestern Metabolic Phenotyping Core.

### Microarray analysis of microRNAs

Total RNA was extracted from kidneys using miRNeasy mini kits (Qiagen). The small RNA fraction (<300 nucleotides) was hybridized on a μParaflo Microfluidic chip containing detection probes for all mouse microRNAs (miRNAs) in the miRBase version-17 (miRBase, http://microrna.sanger.ac.uk/sequences). The hybridized microarray chips were labeled with fluorescent dyes and laser scanned to obtain fluorescent images. The signal values for each sample were derived by background subtraction and normalization. Microarray chip hybridization, fluorescent labeling, laser scanning, and background subtraction and normalization were performed by LC Sciences. The signal values from each of the five age groups (P2, P7, P14, P35) were averaged, and the P values using One-way ANOVA were calculated. The differentially detected signals are defined by *P* < 0.05.

### RNA-seq preprocessing

Sequencing quality control was performed with FastQC v0.11.8. RNA-seq reads were trimmed, and low-quality reads were removed using Trimgalore v0.6.3_dev (https://www.bioinformatics.babraham.ac.uk/projects/trim_galore/) with the “paired” parameter and length of 150 bps. Trimmed fastq sequences were aligned to the mouse reference genome GRCm38 using STAR aligner v2.5.3a with the produced bam files sorted by coordinate by using the option “--outSAMtype BAM SortedByCoordinate. ^56,57^“ Raw read gene counts were obtained using STAR aligner with the options “—quantMode GeneCounts” and “--sjdbGTFfile” with gene models in GTF format obtained from mouse EnsEMBL release 94. Alignment quality control and read mapping statistics were obtained from Picard tools v2.20.3 using the function “CollectMultipleMetrics” (http://broadinstitute.github.io/picard/).

### RNA-seq data analysis

Raw gene counts were used for quality control and differential expression analysis. Raw counts were normalized to the total number of reads by calculating log_2_CPM (counts per million). We carefully examined the log_2_CPM distribution and its relationship to the standard deviation and determined the appropriate cutoff (average Log_2_CPM < −3) to eliminate lowly expressed genes before differential gene expression analysis. 

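In the *Pkd2* series of 18-day-old kidneys, 33191 genes had at least 1 count over the 12 mice, and the cutoff kept 24642 of them. Without the cutoff, edgeR's quasi-likelihood test called 7830 genes between cystic and noncystic *Pkd2*+/+ kidneys, 7202 of them shared with the calls under the cutoff. The cutoff had a larger effect between the cystic groups, where 1639 genes were called without it, 546 of them shared with the 549 called under it.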

TPM (transcript per million) quantification was performed using RSEM v1.3.1, and differential gene expression analysis was performed using the limma-trend (version 3.40.6) in R^58,59^.

### Transcript quantification

Individual *Pkd1* transcript quantification was performed using Salmon v1.3.0^60^. The five different transcript versions for *Pkd1* were added to the RefSeq mm9 fasta reference transcriptome to build a novel Salmon index. Then, the fastq files were directly mapped and read counts, and TPM values were quantified with the standard process.

### In vitro RGLS4326 experiments

*Pkd1*^**RC/-**^ cells were seeded at 2 ×10^5 confluence in 6-well plates. The next morning, cells were transfected using Lipofectamine 3000 with a vehicle, control oligonucleotide, or RGLS4326 at a final concentration of 100 µM. Forty-eight hours after transfection, the cells were collected for RNA extraction. Seventy-two hours after transfection, cells were harvested for protein or further seeded for alamarBlue assay and 3D cystogenesis assay. For the experiment shown in Fig. 5C, the 3D cystogenesis assay was performed with untreated *Pkd1*^**RC/-**^ cells, as described in the methods section of the 3D cystogenesis assay with the following changes. On day 4 of Matrigel culture, the wells were imaged using the Leica light microscope DMI 3000B, and then the cultures were transfected with a vehicle, 100 µM control oligonucleotide, or 100 µM RGLS4326 and grown for 3 additional days. On day 7, the samples underwent imaging to assess cyst size.

### RGLS4326 mouse experiments

The Ksp^Cre^; *Pkd1*^F/RC^ mouse line was used for the drug studies. Mice were randomly assigned and administered 20 mg kg^−1^ vehicle (PBS), control oligonucleotide, or RGLS4326 via subcutaneous injections. For the first cyst prevention study (Fig. 5D–G), mice were injected on postnatal days (P) 10, P11, P12, and P16 and sacrificed on P18. Nontransgenic strain-matched mice were also sacrificed on the same days. For the second disease stabilization study (Fig. 5H–K), mice were injected at P16 and P17 and sacrificed at P26. One mouse from the study succumbed to the disease and died earlier than 26 days of age. For the third long-term study (Fig. 5L–N), mice were injected on P16 and P17 and then every week until 18 weeks of age. Another cohort of mice received the same dose of RGLS4326 treatment on P16 and P17 and then semimonthly thereafter until 18 weeks of age. The mice were observed every day for 18 weeks to note death. At the end of 18 weeks, the surviving mice were sacrificed to harvest tissue. Equal numbers of males and females were used in all study groups.

### Human ADPKD cell experiments

Primary human ADPKD cyst cells were obtained from PKD Research Biomarker and Biomaterial Core at the University of Kansas Medical Center (KUMC). The use of surgically discarded kidney tissues complied with federal regulations and was approved by the Institutional Review Board at the University of Kansas Medical Center. *PKD1* and *PKD2* mutation analysis of DNA from donor cyst cells was performed by Ambry Genetics (Aliso Viejo, CA). Each primary cell line was cultured in DMEM/F12 + + (Gibco, catalog# 10565–018) supplemented with 10% FBS, 5 μg kg^−1^ insulin, 5 μg mL^−1^ transferrin, and 5 ng mL^−1^ sodium selenite and incubated in an atmosphere of 95% air and 5% CO2 at 37 °C until 80% confluency. At the 2^nd^ passage, cells from each human donor underwent reverse transfection using CRISPRMAX reagent (Invitrogen) containing Cas9 protein (IDT) and synthetic sgRNAs (IDT) or were transfected with vehicle (lacking Cas9). The Cas9/sgRNA-transfected cultures are a mixed population of edited and unedited cells. Clonal propagation was not possible because these are primary cells that allow only a limited number of passages. Cas9- or vehicle-transfected cells (control) were then seeded into 6-well plates and chamber slides. After 72 h, the cells were harvested for genotyping, Western blot analysis, and immunofluorescence/MitoTracker staining. In addition, at 72 h posttransfection, cells were trypsinized and plated at 4000 cells/well density in 200 μl of media plus Matrigel (Corning, catalog# 354234) in a 96-well plate (Corning, catalog# 353072). Media was replenished 72 h after the initial placement into Matrigel. Cyst images were obtained on the 7^th^ day of Matrigel culture (10^th^ day after Cas9/SgRNA or vehicle transfection). One hundred cyst images were obtained for Cas9- or vehicle-transfected cells from each donor. Similarly, 72 h post-transfection, cells were seeded at 2000 cells/well density in 96-well plates for the alamarBlue proliferation assay. The following day, the media was replaced with growth media containing 1X alamarBlue, and readings were taken 12 h later.

### Statistics and reproducibility

All experiments were carried out with at least three biological replicates and showed successful reproducibility. For in vivo experiments, *N* is the number of mice analyzed. For in vitro experiments, *N* refers to the number of biological replicates. Two-tailed Student’s *t*-test was used for pairwise comparisons and analysis of variance (ANOVA), followed by Tukey’s post hoc test was used for multiple comparisons. The Mantel-Cox test was used for the analysis of mouse survival. All data were analyzed using Prism software (GraphPad Software). *P* < 0.05 was considered statistically significant. The sample size and *P* values are mentioned in the figure graphs, the figure legends, or the results section. For the RGLS4326 studies, animals were randomly assigned to treatment arms. Investigators were not blinded to the treatment or the genotypes of the animals.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Reporting Summary

## Data Availability

The data that support this study are available from the corresponding author upon request. The RNA-seq datasets have been deposited in the NCBI Gene Expression Omnibus repository under accession number GSE196237. The microarray dataset has been deposited in the NCBI Gene Expression Omnibus repository under accession number GSE208429. Source data are provided with this paper.

## Source data

Source data

## References

[1] Patel V, Chowdhury R, Igarashi P (2009). Advances in the pathogenesis and treatment of polycystic kidney disease. Curr. Opin. Nephrol. Hypertens..

[2] Lanktree MB, Haghighi A, di Bari I, Song X, Pei Y (2021). Insights into Autosomal Dominant Polycystic Kidney Disease from Genetic Studies. Clin. J. Am. Soc. Nephrol..

[3] Ong AC, Harris PC (2015). A polycystin-centric view of cyst formation and disease: the polycystins revisited. Kidney Int.

[4] Hajarnis S (2017). microRNA-17 family promotes polycystic kidney disease progression through modulation of mitochondrial metabolism. Nat. Commun..

[5] Ward CJ (1996). Polycystin, the polycystic kidney disease 1 protein, is expressed by epithelial cells in fetal, adult, and polycystic kidney. Proc. Natl Acad. Sci. USA.

[6] Ong AC (1999). Polycystin-1 expression in PKD1, early-onset PKD1, and TSC2/PKD1 cystic tissue. Kidney Int.

[7] Geng L (1996). Identification and localization of polycystin, the PKD1 gene product. J. Clin. Invest.

[8] Cornec-Le Gall E (2013). Type of PKD1 mutation influences renal outcome in ADPKD. J. Am. Soc. Nephrol..

[9] Rossetti S (2009). Incompletely penetrant PKD1 alleles suggest a role for gene dosage in cyst initiation in polycystic kidney disease. Kidney Int.

[10] Lanktree MB (2021). Patients with Protein-Truncating PKD1 Mutations and Mild ADPKD. Clin. J. Am. Soc. Nephrol..

[11] Hopp K (2012). Functional polycystin-1 dosage governs autosomal dominant polycystic kidney disease severity. J. Clin. Invest.

[12] Lantinga-van Leeuwen IS (2004). Lowering of Pkd1 expression is sufficient to cause polycystic kidney disease. Hum. Mol. Genet.

[13] Jiang ST (2006). Defining a link with autosomal-dominant polycystic kidney disease in mice with congenitally low expression of Pkd1. Am. J. Pathol..

[14] Wang E (2010). Progressive renal distortion by multiple cysts in transgenic mice expressing artificial microRNAs against Pkd1. J. Pathol..

[15] Tsukiyama T (2019). Monkeys mutant for PKD1 recapitulate human autosomal dominant polycystic kidney disease. Nat. Commun..

[16] Watanabe, M. et al. Generation of heterozygous PKD1 mutant pigs exhibiting early-onset renal cyst formation. *Lab Invest*, 10.1038/s41374-021-00717-z (2022).10.1038/s41374-021-00717-zPMC904270434980882

[17] Mayr, C. What Are 3’ UTRs Doing? *Cold Spring Harb Perspect Biol***11**, 10.1101/cshperspect.a034728 (2019).10.1101/cshperspect.a034728PMC677136630181377

[18] Baek D (2008). The impact of microRNAs on protein output. Nature.

[19] Bartel DP (2004). MicroRNAs: genomics, biogenesis, mechanism, and function. Cell.

[20] Bartel DP, Chen CZ (2004). Micromanagers of gene expression: the potentially widespread influence of metazoan microRNAs. Nat. Rev. Genet.

[21] Eisen TJ, Eichhorn SW, Subtelny AO, Bartel DP (2020). MicroRNAs Cause Accelerated Decay of Short-Tailed Target mRNAs. Mol. Cell.

[22] Agarwal, V., Bell, G. W., Nam, J. W. & Bartel, D. P. Predicting effective microRNA target sites in mammalian mRNAs. *Elife***4**, 10.7554/eLife.05005 (2015).10.7554/eLife.05005PMC453289526267216

[23] Ramalingam H, Yheskel M, Patel V (2020). Modulation of polycystic kidney disease by non-coding RNAs. Cell Signal.

[24] Yheskel M, Lakhia R, Cobo-Stark P, Flaten A, Patel V (2019). Anti-microRNA screen uncovers miR-17 family within miR-17~92 cluster as the primary driver of kidney cyst growth. Sci. Rep..

[25] Patel V (2013). miR-17~92 miRNA cluster promotes kidney cyst growth in polycystic kidney disease. Proc. Natl Acad. Sci. USA.

[26] Yheskel M, Patel V (2017). Therapeutic microRNAs in polycystic kidney disease. Curr. Opin. Nephrol. Hypertens..

[27] Aguilar AL (2010). The small RNA expression profile of the developing murine urinary and reproductive systems. FEBS Lett..

[28] Ramalingam H (2021). A methionine-Mettl3-N(6)-methyladenosine axis promotes polycystic kidney disease. Cell Metab..

[29] Lakhia, R. et al. Enhancer and super-enhancer landscape in polycystic kidney disease. 10.1101/2021.11.19.469306 (2021).10.1016/j.kint.2022.08.039PMC984143936283570

[30] Lee EC (2019). Discovery and preclinical evaluation of anti-miR-17 oligonucleotide RGLS4326 for the treatment of polycystic kidney disease. Nat. Commun..

[31] Mochizuki T (1996). PKD2, a gene for polycystic kidney disease that encodes an integral membrane protein. Science.

[32] The polycystic kidney disease 1 gene encodes a 14 kb transcript and lies within a duplicated region on chromosome 16. (1994). The European Polycystic Kidney Disease Consortium. Cell.

[33] Hughes J (1995). The polycystic kidney disease 1 (PKD1) gene encodes a novel protein with multiple cell recognition domains. Nat. Genet.

[34] Thivierge C (2006). Overexpression of PKD1 causes polycystic kidney disease. Mol. Cell Biol..

[35] Patel V (2012). MicroRNAs regulate renal tubule maturation through modulation of Pkd1. J. Am. Soc. Nephrol..

[36] Lee E. et al RGLS4326 Increases Urinary PC1 and PC2 Levels in Individuals with Autosomal Dominant Polycystic Kidney Disease (ADPKD). *American Society of Nephrology Kidney Week* (2021).

[37] Lakhia R (2018). PPARalpha agonist fenofibrate enhances fatty acid beta-oxidation and attenuates polycystic kidney and liver disease in mice. Am. J. Physiol. Ren. Physiol..

[38] Kusminski CM (2012). MitoNEET-driven alterations in adipocyte mitochondrial activity reveal a crucial adaptive process that preserves insulin sensitivity in obesity. Nat. Med.

[39] Zimmerman KA (2019). Tissue-Resident Macrophages Promote Renal Cystic Disease. J. Am. Soc. Nephrol..

[40] Kleczko EK (2018). CD8(+) T cells modulate autosomal dominant polycystic kidney disease progression. Kidney Int.

[41] Karihaloo A (2011). Macrophages promote cyst growth in polycystic kidney disease. J. Am. Soc. Nephrol..

[42] Chen L (2015). Macrophage migration inhibitory factor promotes cyst growth in polycystic kidney disease. J. Clin. Invest.

[43] Ma S, Guan KL (2018). Polycystic kidney disease: a Hippo connection. Genes Dev..

[44] Happe H (2011). Altered Hippo signalling in polycystic kidney disease. J. Pathol..

[45] Wang Q (2018). Adenylyl cyclase 5 deficiency reduces renal cyclic AMP and cyst growth in an orthologous mouse model of polycystic kidney disease. Kidney Int.

[46] Dong K (2021). Renal plasticity revealed through reversal of polycystic kidney disease in mice. Nat. Genet.

[47] Su, Q. et al. Structure of the human PKD1-PKD2 complex. *Science***361**, 10.1126/science.aat9819 (2018).10.1126/science.aat981930093605

[48] Hanaoka K (2000). Co-assembly of polycystin-1 and −2 produces unique cation-permeable currents. Nature.

[49] Tsiokas L, Kim E, Arnould T, Sukhatme VP, Walz G (1997). Homo- and heterodimeric interactions between the gene products of PKD1 and PKD2. Proc. Natl Acad. Sci. USA.

[50] Qian F (1997). PKD1 interacts with PKD2 through a probable coiled-coil domain. Nat. Genet.

[51] Luna JM (2015). Hepatitis C virus RNA functionally sequesters miR-122. Cell.

[52] Mortimer SA, Doudna JA (2013). Unconventional miR-122 binding stabilizes the HCV genome by forming a trimolecular RNA structure. Nucleic Acids Res.

[53] Roberts TC, Langer R, Wood MJA (2020). Advances in oligonucleotide drug delivery. Nat. Rev. Drug Disco..

[54] Ran FA (2013). Genome engineering using the CRISPR-Cas9 system. Nat. Protoc..

[55] Lakhia, R. *et al*. Interstitial microRNA miR-214 attenuates inflammation and polycystic kidney disease progression. *JCI Insight***5**, 10.1172/jci.insight.133785 (2020).10.1172/jci.insight.133785PMC720527632182218

[56] Ruffier, M. et al. Ensembl core software resources: storage and programmatic access for DNA sequence and genome annotation. *Database (Oxford)***2017**, 10.1093/database/bax020 (2017).10.1093/database/bax020PMC546757528365736

[57] Dobin A (2013). STAR: ultrafast universal RNA-seq aligner. Bioinformatics.

[58] Li B, Dewey CN (2011). RSEM: accurate transcript quantification from RNA-Seq data with or without a reference genome. BMC Bioinforma..

[59] Ritchie ME (2015). limma powers differential expression analyses for RNA-sequencing and microarray studies. Nucleic acids Res..

[60] Patro R, Duggal G, Love MI, Irizarry RA, Kingsford C (2017). Salmon provides fast and bias-aware quantification of transcript expression. Nat. Methods.

How the deposited data were processed for this re-analysis (not part of the article)

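The data are RNA-seq counts from whole kidneys of 12 mice, 18 days old, in 4 groups of 3: noncystic *Pkd1* RC/+ mice with *Pkd2*+/+ or *Pkd2*Δ17/Δ17, and cystic *Pkd1* RC/- mice with *Pkd2*+/+ or *Pkd2*Δ17/Δ17, where Δ17 is the deletion of the miR-17 motif from the *Pkd2* 3′-UTR. The authors trimmed the reads with Trim Galore, aligned them to GRCm38 with STAR and deposited raw whole-number counts per gene in a table of 54532 genes, with no normalization. All 12 columns of the table were mapped to mice by the sample labels. The text of the paper does not name the strand setting of the counting, so genes that overlap another gene are reported as uncertain. The RNA-seq of the other mouse and cell lines of the paper was not analysed here.

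Of the gene identifiers, 54495 (99.93%) were found in the GENCODE M21 annotation of GRCm38, from which coordinates, exons and 3′-UTRs were taken. In the table, 343 genes carry no name and hold 0.0225% of the reads. Total counts per mouse ran from 18800307 to 24453033. The standard error of a log2 fold change was 0.11 for the median of the 13848 genes with an average log2CPM of at least 1.

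Counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Genes with an average log2CPM of at least -3 were kept, the cutoff of the paper. The main test was edgeR's quasi-likelihood test with TMM factors and one mean per group over all 12 mice (8 residual degrees of freedom), with Benjamini-Hochberg adjustment and a threshold of 0.05. Its contrasts were the deletion in noncystic and in cystic kidneys, cystic against noncystic kidneys with either *Pkd2* genotype, and the interaction of both factors. A gene was taken as dysregulated when it passed the threshold between cystic and noncystic *Pkd2*+/+ kidneys, and as improved when it also passed it between the cystic groups in the opposite direction. The prior count was 2 for log2CPM from edgeR and 3 for limma-trend.

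The alternatives were limma-trend on log2CPM with library totals (the method of the paper), DESeq2's Wald test, library totals or DESeq2's size factors in the edgeR fit, no cutoff, at least 10 counts in every mouse, edgeR's filterByExpr, a fit on the compared groups only, *Xist* as a covariate, fold-change thresholds of 2 and 1.5, an adjusted p under 0.01, leaving out each mouse in turn, and further definitions of improved expression. The samples, the main tests, these alternatives, the gene lists and the rule for named genes were fixed before the data were examined. The definitions of improved expression under limma-trend, limma-trend with unadjusted p-values, the cutoffs on low counts for named genes and most tests of explanations were added later. That rule took every mouse gene that the paper names and the table lists, with *Umod* for THP and *Cdh16* for the Ksp promoter. For each contrast it also took the 3 rising and the 3 falling genes past the threshold without overlap between the groups, ranked by adjusted p. For cystic against noncystic *Pkd2*+/+ kidneys it ranked by log2 fold change among genes with an average log2CPM of at least 1.

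Marker and pathway genes were tested as 18 lists with camera (preset correlation 0.01), with fry and an estimated correlation as alternatives: proximal tubule, thick ascending limb and distal tubule, collecting duct, podocyte, endothelium, macrophage, lymphocyte, fibroblast and matrix, cell cycle, tubule injury, fatty acid oxidation, oxidative phosphorylation, targets of Yap, Myc and Creb, red blood cell, adrenal gland and fat tissue. The genes with a miR-17 seed match in the longest annotated 3′-UTR were compared with genes without one, with 10 shuffled seeds and a set matched on length and expression as controls.

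Each test was tested on simulated data drawn from the means and library sizes of the real mice, with 200 of 24642 genes changed. Over 20 simulations edgeR recovered 97.7% of 4-fold and 80.4% of 2-fold changes, with 6.85% of its calls false. In the same simulations limma-trend recovered 97.0 and 77.9%, with 5.65% false. DESeq2, in 3 simulations, recovered 98.0 and 84.0%, with 12.6% false, which is above its threshold of 0.05 and bears on its larger counts of genes. The false shares of edgeR (6.85%) and limma-trend (5.65%) were also above that threshold, by less. In 5 simulations camera called 5 of 5 changed lists and 0 of 20 unchanged lists. The values that the shared cystic *Pkd2*+/+ mice give by themselves were simulated 20 times with no effect of the deletion. Splits of the mice into other groups of 3 were counted in full for a pair of groups (10 splits), and 100 of the 200 assignments were drawn for the interaction.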

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

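In this part, the main tests, the alternative settings, the fits with each mouse left out and the counts over other assignments of mice were planned. Cutoffs on low counts for named genes, *Zfp605* in cystic kidneys and all other tests were chosen only after the results were seen.

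In the test of the interaction between cysts and the deletion, 3 genes passed an adjusted p of 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 2053 had an unadjusted p under 0.05. The effect of the deletion was larger in cystic than in noncystic kidneys by 0.96 for *Wfdc15b* (ENSMUSG00000018211) and 0.92 for *Ppp1r1a* (ENSMUSG00000022490), and by -1.46 for *H2-Ab1*, on the log2 scale (standard errors 0.14, 0.13 and 0.22, adjusted p = 0.0359 for each in the same edgeR test). All 3 had moved between cystic and noncystic *Pkd2*+/+ kidneys and moved back with the deletion in the cystic mice. With library totals 3 of 3 were also called, but these moved the interaction of the median gene by only -0.00623, so the normalization was not tested by it. A smaller share of macrophages in cystic *Pkd2*Δ17/Δ17 kidneys stays open for *H2-Ab1*: the interactions of the 16 macrophage genes ran from -1.16 (*Aif1*, standard error 0.38) to -0.04, with a median of -0.58, and *H2-Ab1* was singled out for its size. *H2-Aa*, *H2-Eb1*, *Cd74* and *Ciita*, which were chosen after their values were seen, changed by -1.20, -1.29, -1.34 and -1.45 between the cystic groups, so a change in cells that carry MHC class II molecules may underlie the fall of *H2-Ab1*, as a hypothesis, although their own interactions (adjusted p from 0.0745 to 0.174 in the same edgeR test) were not called. Other splits of the mice leave open whether a grouping by chance gives such calls: of the 100 assignments of the *Pkd2* genotypes drawn, 8 gave as many genes, the real one included, but these 8 kept the real cystic groups and with them the difference between those groups. Of these 8 the real assignment gave the fewest genes, and the highest count was 516. The 92 assignments that broke up the cystic groups gave at most 1 gene, but there the difference between the real cystic groups lies within the groups compared. The calls also rest on single mice. The count was 0 without mouse 19 (1840 genes at an unadjusted p under 0.05), 23 (1720), 24 (1770), 27 (1851) or 29 (1757), and without mouse 19 the adjusted p of all 3 genes was 0.156 in the same edgeR test. It was 1 without mouse 21 or mouse 28, 8 without mouse 20, 10 without mouse 22, and 60, 48 and 57 without mouse 25, 26 or 30. With filterByExpr it was 0 as well (1688 genes at an unadjusted p under 0.05), with an adjusted p of 0.0567 for all 3 genes in the same edgeR test.

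*Zfp605*, which the paper does not discuss, was the gene called between the noncystic groups, at a log2 fold change of -1.31. It was lower with *Pkd2*Δ17/Δ17 in the cystic kidneys too, by -0.89 on the log2 scale (adjusted p = 0.00477 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), which argues against a single call by chance, since these mice share no library with the noncystic ones. Reads of the overlapping *Gm15484* do not account for it, since that gene reached at most 0.387 CPM in any mouse. A variant of the edited strain that is linked to *Pkd2* could lower *Zfp605*, which lies on the same chromosome. Of the other genes within 20 Mb of *Pkd2*, 6 of 574 (1.05%) differed in the same direction in both settings at an unadjusted p under 0.05, against 207 of 22204 (0.932%) on other autosomes (two-sided Fisher's exact p = 0.662). That test leaves a linked variant open, because such a variant need not act on many genes, and it cannot be told apart from an effect of the deletion itself. The adjusted p in noncystic kidneys was 0.0524 without mouse 19 and 0.0570 without mouse 22 in the same edgeR test.

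Transcripts of the adrenal gland appeared in 2 of the cystic kidneys, which the paper does not discuss. *Hsd3b1* reached 125 CPM in mouse 30 (cystic *Pkd2*Δ17/Δ17) and 16.8 CPM in mouse 27 (cystic *Pkd2*+/+), and stayed at or under 0.599 CPM in the other mice. The most abundant genes of the adrenal list after it, *Star*, *Cyp11a1* and *Cyp21a1*, stood at 117, 78.1 and 67.7 CPM in mouse 30 and at 19.6, 9.65 and 9.84 CPM in mouse 27. Of the 10 listed genes tested, 8 were highest in mouse 30 with mouse 27 second, and noncystic kidneys expressed 1 of them above 1 CPM. Adrenal tissue left on the sampled kidneys may be the source, as a hypothesis, and no other source of these transcripts was tested. Such tissue in mouse 30 was not the cause of the difference between the cystic groups, since 761 genes differed without mouse 30 against 549 with it. Without mouse 27 the count was 130, as low as without mouse 28 (127) or mouse 29 (118), which lack the adrenal signal.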

How the results depend on the processing

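The definitions of improved expression under limma-trend, limma-trend with unadjusted p-values, and the cutoffs on low counts for named genes were chosen after the data were seen, and the other alternatives were planned.

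The count of genes that differed between cystic and noncystic *Pkd2*+/+ kidneys (7665) stayed within 1.5 times under every test, scaling, filter and covariate tried and at an adjusted p under 0.01. It ran from 6479 to 7225 across the fits that each left out one mouse, and fell to 4693 and 2629 when a fold change of at least 1.5 or 2 was also required. Of its calls 4170 were higher and 3495 lower, but with library totals 71.7% were higher (6251 higher, 2468 lower), and with limma-trend and library totals 6309 were higher and 2520 lower. Against TMM, library totals shifted the median gene by 0.158 in this comparison and limma-trend by 0.157, so part of those higher calls comes from the scaling.

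Between cystic and noncystic *Pkd2*Δ17/Δ17 kidneys (5679 genes) the fold-change thresholds gave 3107 and 1515 genes, an adjusted p under 0.01 gave 3761, and the fits that left out one mouse gave 4425 to 4959. Library totals shifted the median gene by 0.151 there and gave 5334 higher and 1657 lower genes.

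Between the cystic groups (549 genes) the count was 1128 with DESeq2, 1639 without a cutoff on low counts, 167 with only these groups in the fit, 315 and 117 with a fold change of at least 1.5 and 2, and 119 at an adjusted p under 0.01. It ran from 118 (without mouse 29) to 856 (without mouse 25). Without a cutoff, edgeR's prior degrees of freedom were infinite (8.12 with the cutoff), so a gene's own spread no longer entered its test, which bears on the higher counts without a cutoff in every comparison. Apart from this and the stricter thresholds, which remove genes by construction, the cause was not tested.

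Between the noncystic groups (1 gene) DESeq2 called 3 genes, no cutoff 124, and the fit on these groups only 2. Leaving out one mouse gave 0 (without mouse 19 or 22, with 1253 and 2387 genes at an unadjusted p under 0.05) to 2 genes (without mouse 21), and the cause was not tested.

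The interaction (3 genes) gave 9 genes with limma-trend, 134 with DESeq2, 8 with library totals, 566 without a cutoff, 12 with at least 10 counts in every mouse, 0 with filterByExpr (1688 at an unadjusted p under 0.05) and 15 with *Xist* as a covariate. A fold change of at least 2 left 1 gene and an adjusted p under 0.01 left 0 (2053 at an unadjusted p under 0.05). Without single mice it ran from 0 (without mouse 19, 23, 24, 27 or 29, with 1720 to 1851 genes at an unadjusted p under 0.05) to 60 (without mouse 25), and the cause was not tested. A fit on the compared groups only has no value here, since the interaction needs all 4 groups.

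The share of dysregulated genes with improved expression (6.58%) was 12.6% with DESeq2, 17.6% without a cutoff, 2.26% with only the compared groups in each fit, 3.804% with a fold change of at least 2 and 2.08% at an adjusted p under 0.01. By definition of improved it was 13.9% (adjusted over the dysregulated genes), 29.8% (unadjusted p), 82.6% (any change back), 18.0% (at least 50% removed), 37.0% and 31.7% (no longer different from noncystic *Pkd2*Δ17/Δ17 or *Pkd2*+/+ kidneys). Under limma-trend the same definitions gave 11.1, 25.9, 77.4, 16.3, 31.7 and 26.3%, and unadjusted p-values in both comparisons gave 23.5%. Leaving out one mouse gave 1.47% (without mouse 28) to 11.2% (without mouse 25), and the cause was not tested beyond the definitions themselves. The remaining share of the change (0.722) was 0.755 with library totals, 0.760 with held-out mice and 0.679 to 0.760 with one mouse left out.

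Among the 46 values of named genes, 27 were called, against 33 with limma-trend, 33 with library totals, 30 with DESeq2, and 27 with DESeq2's size factors or with *Xist* as a covariate. It was 32 without a cutoff, 24 with filterByExpr, and 21 of the 40 values that remain with at least 10 counts in every mouse. Over the settings other than leaving out mice, 377 values kept direction and side of the threshold, 20 became called, 3 were no longer called and 4 reversed. Over the fits that left out one mouse, 265 of 300 did, 23 were no longer called and 3 became called. The reversals all concern changes near 0. For cystic against noncystic *Pkd2*+/+ kidneys, *Umod* (-0.10) was at 0.0321 with limma-trend and 0.0518 with library totals, and ran from -0.311 to 0.0762 with one mouse left out, being above 0 without mouse 21 (0.0057) and mouse 27 (0.0762). *Yap1* (0.03) ran from -0.0295 (without mouse 27) to 0.0928 there. Between the cystic groups, *Pkd1* (0.04) ran from -0.0481 to 0.0928 with one mouse left out, being under 0 without mouse 27 (-0.0182) and mouse 28 (-0.0481). *Yap1* (0.02) was at -0.0037 with *Xist* as a covariate and ran from -0.0369 to 0.0854 with one mouse left out, being under 0 without mouse 25 (-0.0369) and mouse 29 (-0.0169). *Cdh16* (0.00435) was at -0.0157 with *Xist* as a covariate and ran from -0.0553 to 0.0410 with one mouse left out, being under 0 without mouse 27 (-0.0122) and mouse 29 (-0.0553). The cause was not tested.

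Of the 54 tests of gene lists, 36 passed an adjusted p of 0.05 with camera, 18 with fry, 3 with an estimated correlation and 36 with library totals, and 34 to 38 with one mouse left out. The difference in median log2 fold change between genes with and without a miR-17 seed match was 0.03 in cystic against noncystic *Pkd2*+/+ kidneys, 0.0117 for the mean of shuffled seeds and 0.00948 against genes matched on 3′-UTR length and expression. It was 0.04 between the cystic groups (0.00516 matched) and 0.03 between the noncystic groups (0.0152 shuffled, 0.0125 matched). Against the matched set most of the difference was thus gone.

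No paired analysis was possible because the groups share no replicate numbers.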

Differences from the paper's values

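The paper's value for the share of dysregulated mRNAs with improved expression is nearly 50%, against 6.58% here. The text of the paper gives no count of dysregulated mRNAs in this series. Its denominator may thus differ from the number of genes taken as dysregulated here. Stricter thresholds for dysregulated genes were not combined with looser definitions of improved expression. Among the alternatives set before the data were examined, 1 came within 1.5 times of the paper's value: 37.0% of the dysregulated genes no longer differed from noncystic *Pkd2*Δ17/Δ17 kidneys. The other alternatives did not, with 31.7% no longer different from noncystic *Pkd2*+/+ kidneys, 29.8% at an unadjusted p, 18.0% with at least 50% of the change removed and 82.6% with any change back. Of the settings chosen after seeing the values, none of those under limma-trend did so at 31.7% or less, and any change back under limma-trend gave 77.4%, slightly over 1.5 times the paper's value.

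The heatmap of the paper shows about 1300 improved mRNAs that were higher in cystic kidneys in Fig. 4k, read by eye, against 230 here. It shows about 1200 that were lower in Fig. 4k, read by eye, against 274 here. Of the alternatives set before the data were examined, 3 gave counts within 1.5 times of both: 1113 and 1171 at an unadjusted p in the opposite direction, 1513 and 1323 no longer different from noncystic *Pkd2*Δ17/Δ17 kidneys, and 1260 and 1171 no longer different from noncystic *Pkd2*+/+ kidneys. The other alternatives set before the data were examined closed neither gap. Chosen after seeing the values, limma-trend with unadjusted p-values in both comparisons gave 1325 and 1166, which is 23.5% of its 10607 dysregulated genes. Also chosen after seeing the values, limma-trend gave 1224 and 1065 at an unadjusted p in the opposite direction, 1310 and 1016 no longer different from noncystic *Pkd2*+/+ kidneys, and 1732 and 1069 no longer different from noncystic *Pkd2*Δ17/Δ17 kidneys.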

Other observations

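In this part, the main tests, the alternative settings and the fits with each mouse left out were planned. The cutoffs on low counts for named genes were not. The counts over other splits of mice, the gene lists and the miR-17 seed tests were also planned before their results were seen. So was the simulation with the spread of disease between mice. All other tests were chosen only after the result was seen.

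*Pkd2* mRNA was higher with *Pkd2*Δ17/Δ17 in noncystic kidneys, by 0.40 on the log2 scale with no overlap between the mice, though its adjusted p of 0.771 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment did not pass the threshold. The paper reports that the deletion did not raise PC2 protein in the noncystic setting (Fig. 4g), and protein was not measured in the data analysed here. The mRNA difference was 0.42 with library totals, but these moved the median gene by only 0.0123 between the noncystic groups, so the normalization was not tested by it. A shift of all genes around *Pkd2* by as much does not account for the difference: of the 56 other genes within 5 Mb with an average log2CPM of at least 1, 1 (1.79%) rose by at least as much as *Pkd2* in noncystic kidneys. Over the 123 other genes tested within 5 Mb the median absolute log2 fold change in noncystic kidneys was 0.261, against 0.174 over all genes, but it was 0.0993 over those 56 genes, against 0.0999 over all genes with that average log2CPM. An effect of a linked variant on *Pkd2* alone was not tested. No biological explanation beyond the loss of the motif was tested.

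Most of the dysregulated genes, 82.6%, moved toward the noncystic level in cystic *Pkd2*Δ17/Δ17 kidneys. Noise of the cystic *Pkd2*+/+ mice that both comparisons share gave at most 59.0% in 20 simulations with no effect of the deletion. Differences in the degree of disease between mice, with the observed spread (SD 0.0966) put on all genes alike, gave at most 77.3%, and 0 of 100 simulations reached the observed share. The same simulations gave a remaining share of no less than 0.807, against 0.722 observed, and at most 23 genes between the cystic groups. They treat genes as independent apart from that shared spread, which itself rests on 3 mice per group. Unequal numbers of mice with high *Xist* do not account for it, since 571 genes differed between the cystic groups with *Xist* as a covariate, against 549 without it (118 without mouse 29 to 856 without mouse 25). It stays open whether the deletion acts as one milder degree of disease: 0 genes departed from the multiple of 0.722 of the change in *Pkd2*+/+ kidneys at an adjusted p under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, but 1552 did at an unadjusted p under 0.05, and small departures of single genes are not excluded. One milder degree of disease and gene-specific effects of the deletion cannot be told apart here. Over the 10 splits of the mice concerned, 1 split, the real one, gave as many genes between the noncystic groups, between cystic and noncystic *Pkd2*+/+ kidneys, between the cystic groups and between cystic and noncystic *Pkd2*Δ17/Δ17 kidneys, and as large a share of improved genes. A share of 1 in 10 is the lowest that 3 mice against 3 can give. Averaged over cystic and noncystic kidneys, the deletion changed 109 genes (62 higher, 47 lower) at an adjusted p under 0.05 in the same edgeR test.

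Of the lists of marker and pathway genes, those of the proximal tubule and of the thick ascending limb and distal tubule were lower in cystic *Pkd2*+/+ kidneys and partly higher again with *Pkd2*Δ17/Δ17, and that of the collecting duct went the other way. Medians are log2 fold changes of cystic against noncystic *Pkd2*+/+ kidneys and then of cystic *Pkd2*Δ17/Δ17 against cystic *Pkd2*+/+ kidneys, with the genes past an adjusted p of 0.05 in edgeR's quasi-likelihood test over all genes, and adjusted over the list alone. Proximal tubule (20 genes) went by -1.34 (19 genes, 19 adjusted over the list alone) and 0.32 (4 genes, 9 adjusted over the list alone), and thick ascending limb and distal tubule (12 genes) by -1.13 (11 and 11) and 0.44 (5 and 6). Podocyte (10 genes) went by -1.17 (10 and 10) and 0.35 (1 and 7), endothelium (10 genes) by -0.61 (6 and 8) and 0.10 (0 and 1), and collecting duct (15 genes) by 0.56 (9 and 11) and -0.30 (2 and 7). Fatty acid oxidation (20 genes) went by -1.12 (20 and 20) and 0.27 (2 and 8), and oxidative phosphorylation (24 genes) by -0.79 (24 and 24) and 0.18 (0 and 3). Macrophage (16 genes) went by 1.82 (16 and 16) and -0.67 (7 and 13), tubule injury (12 genes) by 1.55 (11 and 11) and -0.88 (6 and 10), fibroblast and matrix (14 genes) by 1.04 (12 and 12) and -0.22 (1 and 4), and cell cycle (20 genes) by 1.44 (20 and 20) and -0.19 (0 and 0). Targets of Yap (17 genes) went by 0.60 (13 and 13) and -0.21 (1 and 3), targets of Myc (22 genes) by 0.27 (11 and 11) and -0.13 (0 and 0), and targets of Creb (15 genes) by 0.10 (11 and 11) and 0.25 (2 and 5). Red blood cell (6 genes) went by -1.48 (6 and 6) and -0.31 (0 and 0). Between the cystic groups, lists with 0 genes past over all genes had 4 (endothelium), 11 (oxidative phosphorylation), 5 (targets of Myc), 0 (cell cycle) and 0 (red blood cell) genes at an unadjusted p under 0.05. Library totals kept the direction of each of these medians. Single mice moved some of them by over 1.5 times. In cystic against noncystic *Pkd2*+/+ kidneys, targets of Creb were at -0.03 without mouse 19 and collecting duct at 0.31 without mouse 25. Between the cystic groups, collecting duct was at -0.07 without mouse 25 and -0.49 without mouse 29, targets of Yap at -0.04 without mouse 28, targets of Creb at 0.38 without mouse 25, and targets of Myc at -0.08, fibroblast and matrix at -0.11 and proximal tubule at 0.19 without mouse 26. Likewise, cell cycle was at -0.10 and endothelium at 0.18 without mouse 30, endothelium at 0.05 and oxidative phosphorylation at 0.12 without mouse 28, and red blood cell at -0.17 without mouse 29.

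By camera with Benjamini-Hochberg adjustment over lists and contrasts, all of these lists but the targets of Creb were called in cystic against noncystic *Pkd2*+/+ kidneys, with adjusted p from 6.31e-26 to 0.00518. Between the cystic groups all but red blood cell (adjusted p = 0.303) were called, from 1.13e-15 to 0.0182. With 1 mouse left out, 7 calls between the cystic groups were lost, that of fat tissue included: targets of Creb (camera's adjusted p 0.122 without mouse 30), targets of Yap (0.106 without mouse 28), cell cycle (0.263 without mouse 30), collecting duct (0.0698 without mouse 25), endothelium (0.184 without mouse 25), fat tissue (0.593 without mouse 29) and fibroblast and matrix (0.597 without mouse 26). Fat tissue (9 genes) had medians of -1.99 in cystic against noncystic *Pkd2*+/+ kidneys and -0.27 between the cystic groups, where it was at -1.03 without mouse 28 and 0.29 without mouse 27, with a camera adjusted p of 0.216 and 0.0124. No median is given for the lists with genes near 0 counts, adrenal gland (10 genes, camera adjusted p = 0.222 and 0.168) and lymphocyte (12 genes, camera adjusted p = 0.919 and 0.566). Of these 3 lists, 7 genes of fat tissue, 0 of adrenal gland and 4 of lymphocyte passed in the first comparison (7, 0 and 4 adjusted over the list alone) and 0 in the other (1, 0 and 0 adjusted over the list alone, and 1, 4 and 2 at an unadjusted p under 0.05), where adrenal gland had 1 at an unadjusted p under 0.05 in the first. Between the noncystic groups camera called 7 lists: fatty acid oxidation (adjusted p = 0.000270), oxidative phosphorylation (0.000702), fibroblast and matrix (0.00110), red blood cell (0.00593), proximal tubule (0.00842), targets of Myc (0.0124) and cell cycle (0.0236). In these lists 0 genes passed over all genes tested, and 1 gene of fibroblast and matrix did adjusted over the list alone, where 3, 2, 3, 0, 1, 1 and 0 genes of the lists in that order had an unadjusted p under 0.05. Of the lists not called there, targets of Yap had 2 genes past adjusted over the list alone and the others 0, and no list had more than 2 genes at an unadjusted p under 0.05. With 1 mouse left out, the call of fibroblast and matrix held (camera's adjusted p at most 0.0415). Those of fatty acid oxidation (0.704), proximal tubule (0.128) and cell cycle (0.463) were lost without mouse 19, those of oxidative phosphorylation (0.325) and targets of Myc (0.172) without mouse 20, and that of red blood cell (0.256) without mouse 22. The other 11 lists had camera adjusted p from 0.0827 to 0.677 there. With fry, the calls in cystic against noncystic *Pkd2*+/+ kidneys held, and between the cystic groups those of macrophage, tubule injury, proximal tubule, and thick ascending limb and distal tubule did. With an estimated correlation, those of thick ascending limb and distal tubule in both comparisons and of proximal tubule in the first held. The preset correlation also called up to 14 lists in other splits of the mice: 3 of 10 splits gave as many lists as cystic against noncystic *Pkd2*+/+ kidneys, and 1 of 10, the real one, as many as between the cystic groups. Each other split sets 2 mice of one group and 1 of the other on a side, so part of the real difference stays in it. These counts therefore do not show how often the preset correlation calls lists by chance. Fewer calls held with an estimated correlation, so a call by the preset correlation alone says little. The groups cannot be told apart from chance splits by these counts, since 10 splits cannot give a share under 0.1.

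Genes with a miR-17 seed match in the 3′-UTR (2198 of 16767 with an annotated 3′-UTR) might be expected to be lower in cystic kidneys if the higher miR-17 activity that the paper describes in ADPKD models acted on all of them. Their median was 0.08 against 0.05 without a match in cystic against noncystic *Pkd2*+/+ kidneys (camera's adjusted p = 0.331, and 0.351 with an estimated correlation), which is not lower. With fry, which tests a set by itself and not against other genes, they were higher (fry's adjusted p = 0.000307), but so were the genes without a match (fry's unadjusted p = 0.00166, against 0.000102 with a match). Whether the length or base composition of the 3′-UTR gives this difference stays open: 1 of 10 shuffled seeds gave as large a difference, their mean was 0.0117 against 0.0333, and 0.00948 was left against genes matched on 3′-UTR length and expression. The median 3′-UTR was 2482 nucleotides with a match and 930 without. Of the 10 splits of the mice, 2 gave as large a difference, the real one included.

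The paper reports less c-Myc and Yap1 in cystic *Pkd2*Δ17/Δ17 kidneys (Fig. 4g) and less interstitial inflammation (Fig. 4j, where MRC1 was stained). The mRNA differed between the cystic groups by -0.32 for *Myc* (standard error 0.12, adjusted p = 0.223 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), by 0.02 for *Yap1* (standard error 0.08, adjusted p = 0.932) and by -0.50 for *Mrc1* (standard error 0.14, adjusted p = 0.0682). Every cystic *Pkd2*Δ17/Δ17 mouse lay below every cystic *Pkd2*+/+ mouse for *Myc* and *Mrc1*. *Mrc1* was called with DESeq2 (adjusted p = 0.0149) and without mouse 25 (adjusted p = 0.0341 in edgeR's test), within a range of 0.00125 (without the cutoff on low counts) to 0.265 over the alternatives. Of the other genes of the paper, *Creb1* differed by -0.14 (adjusted p = 0.471), *Mettl3* by -0.08 (0.828), *Ppara* by 0.50 (0.295) and *Cdh16* by 0.00435 (0.988) in the same edgeR test. Single mice moved *Ppara* to 0.30 (without mouse 26) and 0.33 (without mouse 28), and *Mettl3* to between -0.02 (without mouse 30) and -0.15 (without mouse 28). *Umod* differed by 0.55 (adjusted p = 0.102 in the same edgeR test), and was called with DESeq2 (adjusted p = 0.0180) and without mouse 26 (adjusted p = 0.0196 in edgeR's test), within a range of 1.18e-05 (without the cutoff) to 0.354 over the alternatives. *Ppara* was called without the cutoff (adjusted p = 0.00318 in edgeR's test), within a range of 0.00318 to 0.678 over the alternatives. These values without the cutoff were obtained after the data were seen. No explanation of these values was tested.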
